# Aging impairs cold-induced beige adipogenesis and adipocyte metabolic reprogramming

**DOI:** 10.7554/eLife.87756

**Published:** 2024-05-22

**Authors:** Corey D Holman, Alexander P Sakers, Ryan P Calhoun, Lan Cheng, Ethan C Fein, Christopher Jacobs, Linus Tsai, Evan D Rosen, Patrick Seale

**Keywords:** beige adipocyte, UCP1, cold exposure, aging, beige adipogenesis, Mouse

## Abstract

The energy-burning capability of beige adipose tissue is a potential therapeutic tool for reducing obesity and metabolic disease, but this capacity is decreased by aging. Here, we evaluate the impact of aging on the profile and activity of adipocyte stem and progenitor cells (ASPCs) and adipocytes during the beiging process in mice. We found that aging increases the expression of *Cd9* and other fibro-inflammatory genes in fibroblastic ASPCs and blocks their differentiation into beige adipocytes. Fibroblastic ASPC populations from young and aged mice were equally competent for beige differentiation in vitro, suggesting that environmental factors suppress adipogenesis in vivo. Examination of adipocytes by single nucleus RNA-sequencing identified compositional and transcriptional differences in adipocyte populations with aging and cold exposure. Notably, cold exposure induced an adipocyte population expressing high levels of de novo lipogenesis (DNL) genes, and this response was severely blunted in aged animals. We further identified *Npr3*, which encodes the natriuretic peptide clearance receptor, as a marker gene for a subset of white adipocytes and an aging-upregulated gene in adipocytes. In summary, this study indicates that aging blocks beige adipogenesis and dysregulates adipocyte responses to cold exposure and provides a resource for identifying cold and aging-regulated pathways in adipose tissue.

## Introduction

Brown and beige fat cells are specialized to burn calories for heat production and have the capacity to reduce obesity and metabolic disease. Brown adipocytes are localized in dedicated brown adipose tissue (BAT) depots, whereas beige adipocytes develop in white adipose tissue (WAT) in response to cold exposure, and other stimuli (Wang and Seale, 2016). Adult humans possess thermogenic adipose depots that appear to resemble rodent beige adipose tissue (Wu et al., 2012; Jespersen et al., 2013). Brown and beige adipocytes share similar cellular features such as abundant mitochondria, multilocular lipid droplets, and expression of thermogenic genes like Uncoupling Protein-1 (UCP1). UCP1, when activated, dissipates the mitochondrial proton gradient, leading to high levels of substrate oxidation and heat production (Cannon and Nedergaard, 2004). Brown and beige adipocytes can also produce heat via UCP1-independent futile cycles (Chouchani et al., 2019).

Increasing beige fat development in mice reduces obesity and improves insulin sensitivity, whereas ablation of beige fat in mice causes metabolic dysfunction (Cederberg et al., 2001; Seale et al., 2011; Cohen et al., 2014; Shao et al., 2016; Stine et al., 2016). Furthermore, transplantation of human beige adipocytes into obese mice reduces liver steatosis and improves metabolic health (Shao et al., 2016). Beige adipocytes develop via the de novo differentiation of adipocyte stem and progenitor cells (ASPCs) or through induction of the thermogenic program in adipocytes (Shao et al., 2019; Ferrero et al., 2020; Sakers et al., 2022).

Human and mouse thermogenic adipose tissue activity declines with aging, predisposing to cardiometabolic disease and limiting the potential of brown/beige fat-targeted therapies (Yoneshiro et al., 2011; Cypess et al., 2012; Rogers et al., 2012; Berry et al., 2017; Wang et al., 2019; Becher et al., 2021). In mice, beige adipose tissue is reduced by ‘middle-age’ (i.e. 1-year-old), preceding many of the damaging effects of old age on organ function (Rogers et al., 2012; Berry et al., 2017; Gonçalves et al., 2017). The aging-associated decline in beige fat activity can occur independently of increases in body weight (St Onge, 2005; Rogers et al., 2012). A variety of processes and pathways have been linked to the aging-induced deficit in beige fat formation, including diminished proliferation and cellular senescence of ASPCs (Berry et al., 2017), increased fibrosis (Wang et al., 2019), increased inflammation (Ghosh et al., 2019), accumulation of anti-adipogenic regulatory cells (Nguyen et al., 2021), and reduced adrenergic tone (Rogers et al., 2012). However, a comprehensive understanding of how cold exposure and aging affect ASPC identity, adipogenesis, and adipocyte phenotypic switching remains elusive.

We applied ASPC lineage tracing, along with unbiased single-cell and single-nucleus RNA sequencing (scRNA-seq; snRNA-seq) to profile the beiging process and evaluate the impact of aging on this process. We found that aging modulates the gene program of fibroblastic ASPC populations and blocks the differentiation of these cells into beige adipocytes in vivo. snRNA-seq analysis revealed four types of adipocytes defined by different responses to cold exposure and aging: beige, *Npr3*-high, de novo lipogenesis (DNL)-low, and DNL-high. Notably, DNL-high adipocytes were defined by a marked induction of DNL genes during cold exposure in young compared to aged animals. A white adipocyte subpopulation in young mice was marked by expression of *Npr3*, which was also increased in adipocyte populations from aged mice. Altogether, this study shows that aging blocks cold-stimulated adipocyte reprogramming and ASPC adipogenesis, while implicating suppression of natriuretic peptide signaling and DNL as contributing to the aging-mediated decline in beige fat formation.

## Results

### Aging impairs iWAT beiging

To study the impact of aging on beige adipose tissue development, we exposed young (9-week-old) and middle aged (57-week-old) C57BL/6 mice to 6 °C for either 3 or 14 days. All mouse groups were first acclimated to 30 °C (thermoneutrality [TN]) for 3 weeks to reduce beige adipose tissue to baseline levels. Following acclimation, TN-housed mice remained at 30 °C; acute cold mice (3D) were transitioned to 6 °C after 11 days for the final 3 days; and chronic cold mice (14D) were moved to 6 °C for 2 weeks (Figure 1A). As expected, the aged mice weighed more and had larger iWAT depots than the young mice (Figure 1—figure supplement 1A-B). Cold exposure progressively increased the expression levels of thermogenic genes *Ucp1*, *Cidea*, *Dio2,* and *Ppargc1a* in iWAT from young mice, and the activation of these genes was significantly blunted in aged mice, especially at the 3D time point (Figure 1B). Immunofluorescence (IF) staining showed a robust induction of UCP1 protein in multilocular adipocytes of young iWAT at 3D of cold exposure, which was further increased at 14D. The induction of UCP1^+^ beige adipocytes at 3D was severely reduced in aged animals, with few UCP1 +adipocytes detected. At 14D, the beige adipocytes were morphologically similar in young and aged mice, although there were many fewer in aged animals (Figure 1C). At both ages, beige adipocytes were more prominent in the inguinal versus dorsolumbar region of iWAT, consistent with other reports (Barreau et al., 2016; Chi et al., 2018; Dichamp et al., 2019), and beiging was largely absent in the dorsolumbar region of aged mice (Figure 1—figure supplement 1C–F). To determine if the beiging response was delayed in aged mice, we exposed young and aged mice at 6 °C for 6 weeks. At this time point, the iWAT of aged mice exhibited a larger deficit in thermogenic gene expression compared to young animals (Figure 1D). Thermogenic gene levels in interscapular BAT were similar between young and aged mice at TN and after cold exposure, indicating that the inhibitory effects of aging were selective to WAT (Figure 1—figure supplement 1E).

**Figure 1.**
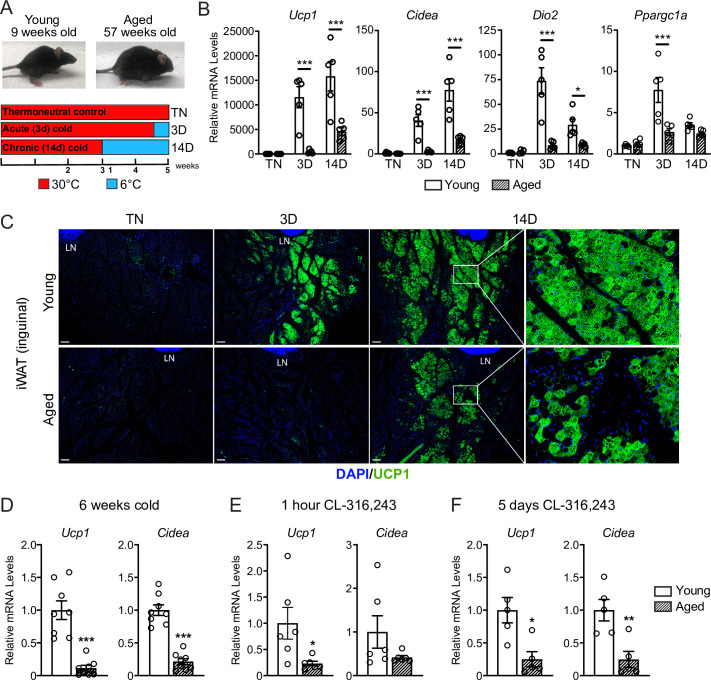
Aged mice exhibit decreased iWAT beiging in response to cold exposure or β3-agonist treatment. (**A**) Young (9-week-old) and aged (57-week-old) C57BL/6 mice were acclimated to 30 °C for 3 weeks, followed by two additional weeks either remaining at 30 °C (TN, thermoneutral), spending the last 3 days at 6 °C (3D, acute cold) or the last 14 days at 6 °C (14D, chronic cold). (**B**) Relative mRNA levels of thermogenic marker genes in mouse iWAT from (**A**), n=5. (**C**) Immunofluorescence analysis of UCP1 (green) and DAPI (blue) in iWAT sections from mice in (**A**), LN = lymph node. Scale bar 100 μm. (**D–F**) Relative mRNA levels of *Ucp1* and *Cidea* in iWAT from separate groups of young and aged mice that were either: exposed to 6 °C cold for 6 weeks (**D**), treated with CL-316,243 for 1 hr (**E**) or treated with CL 316,243 for 5 days (**F**). Data represent mean ± SEM, points represent biological replicates, two groups analyzed using a Student’s t-test, and multiple conditions analyzed using a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: not significant, p>0.05; * p<0.05 ** p<0.01; *** p<0.001.

**Figure 1—figure supplement 1.**
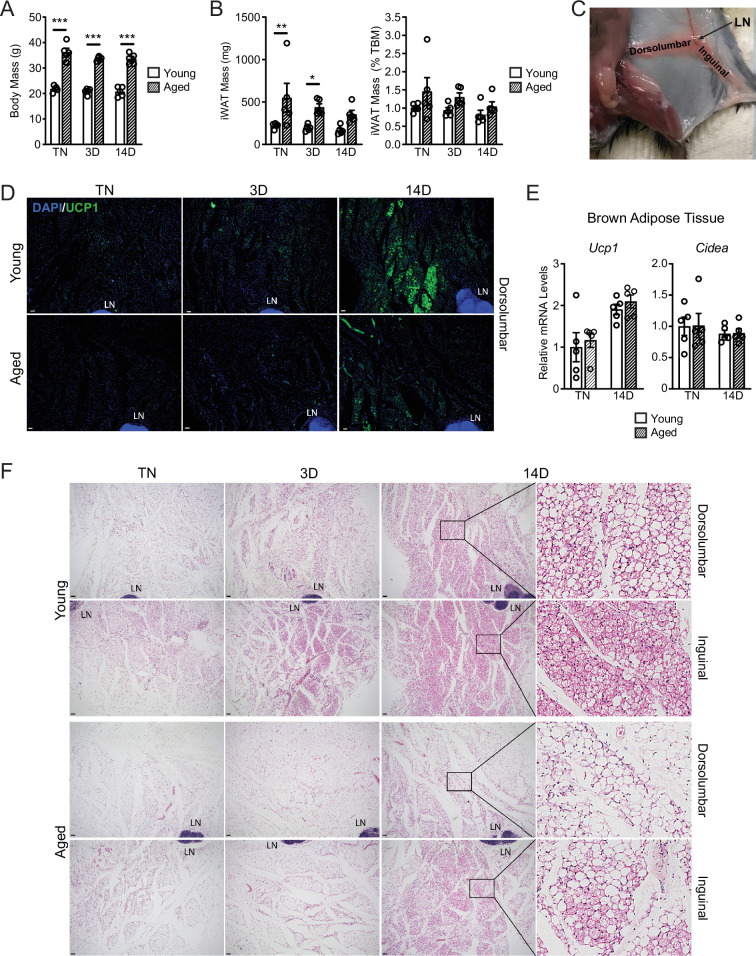
Aging impairs WAT beiging. (**A, B**) Body mass and iWAT mass of mice described in Figure 1A, n=5. (**C**) Mouse dissection with lymph node (LN) orientation showing the dorsolumbar and inguinal regions of the iWAT pad. (**D**) IF analysis of UCP1 (green) in iWAT, DAPI (nuclei, blue). LN = lymph node. Scale bar 100 μm. (**E**) mRNA levels of *Ucp1* and *Cidea* in BAT of young and aged mice housed at TN, and either maintained at TN or exposed to cold for 2 weeks. (**F**) H&E staining of serial sections of iWAT from D (above) and Figure 1C, LN = lymph node. Scale bar 100 μm. Data represent mean ± SEM, points represent biological replicates, analyzed using a Student’s t-test with a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: not significant, p>0.05; * p<0.05 ** p<0.01; *** p<0.001.

Next, we examined beige fat formation in young and aged animals upon treatment with the β3-selective adrenergic agonist CL-316,243 (CL). CL acts in an adipose tissue autonomous manner to stimulate beige fat biogenesis, bypassing the central nervous system pathways that mediate the cold response. Acute CL treatment for only 1 hr increased Ucp1 expression in in iWAT of young mice to a much greater extent than in aged mice (Figure 1E). Chronic CL exposure for 5 days also induced much higher expression levels of Ucp1 and Cidea in iWAT of young compared to aged mice (Figure 1F). Taken together, these results demonstrate that beige adipose tissue induction is severely impaired in middle aged mice.

### Aging blocks beige adipogenesis from *Pdgfra*^+^ ASPCs

To determine the contribution of fibroblastic ASPCs to beige adipocytes during cold exposure, we performed lineage tracing using *Pdgfra-Cre^ERT2^; R26R^tdTomato^* reporter mice. *Pdgfra* expression marks multiple ASPC populations, including preadipocytes (Merrick et al., 2019; Sakers et al., 2022). Young and aged reporter mice were treated with tamoxifen for 5 days at TN (30 °C; ‘pulse’) to activate Cre and induce tdTomato expression in *Pdgfra*^+^ cells. Following a 9-day washout period, mice were transferred to 6 °C (cold) for 2 weeks (‘chase’; Figure 2A). We observed near complete and specific labeling of ASPCs during the pulse period, with ~95% of PDGFRα^+^ cells in iWAT from young and aged mice displaying tdTomato expression (Figure 2B, Figure 2—figure supplement 1). The proportion of PDGFRα+ cells in iWAT was similar between young and aged mice (Figure 2B). No tdTomato-expressing adipocytes were observed after the pulse (Figure 2—figure supplement 1). After 14 days of cold exposure, we detected many newly developed beige adipocytes from ASPCs in young mice (visible as tdTomato^+^/UCP1^+^ multilocular adipocytes). By contrast, very few ASPC-derived (tdTomato^+^) adipocytes were detected in the beige fat areas of aged iWAT at day 14 (Figure 2C). Quantifying across the entire length of iWAT pads revealed that most beige adipogenesis occurred in the inguinal region and was ~12-fold lower in aged compared to young mice (Figure 2D and E). However, the overall contribution of *Pdgfra*^+^ ASPCs to beige adipocytes was relatively low, even in young animals, with <20% of beige adipocytes expressing tdTomato.

**Figure 2.**
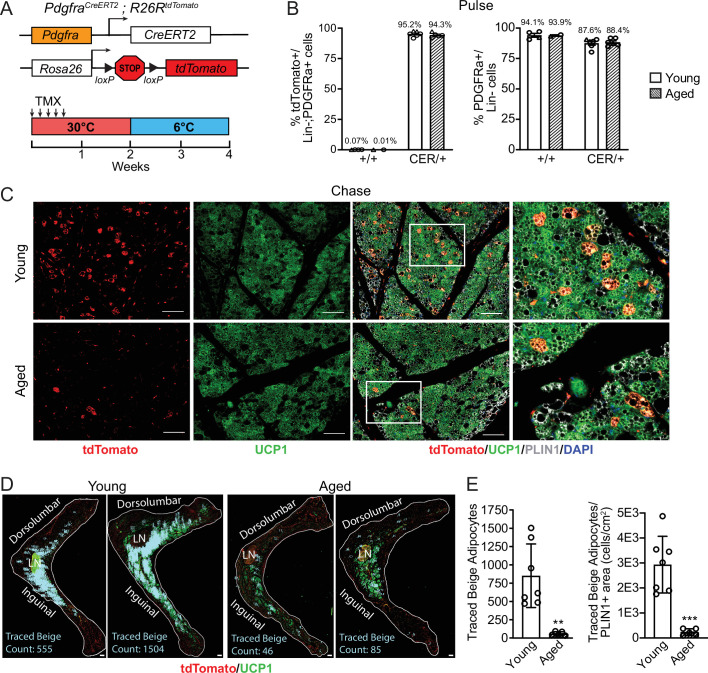
Aging blocks beige adipogenesis from fibroblastic ASPCs. (**A**) Schematic of *Pdgfra-CreERT2;R26R-tdTomato* reporter mouse model and lineage tracing paradigm. (**B**) Flow cytometry-based quantification showing proportions of tdTomato-expressing cells (as % of total Live, Lin- (CD45-/CD31-, PDGFRα+ cells)) (left) and PDGFRα+ cells (as % of total Live, Lin- cells) (right) in iWAT from young and aged Cre- (control, +/+), and Cre+ (CER) mice. n=6 young, 5 aged (Circles represent male mice, triangles represent female mice). (**C**) IF analysis of tdTomato (red), UCP1 (green), PLIN1 (white) and DAPI (blue) in iWAT from young and aged reporter mice after 14 days of 6 °C cold exposure (chase). Scale bar 100 μm. (**D**) Representative stitched images of full length iWAT histology slices from samples in (**C**) showing quantification of traced tdTomato+; UCP1 + multilocular (beige) adipocytes (blue numbers). LN = lymph node, scale bar 500 μm. (**E**) Quantification of traced beige adipocytes from (**D**) presented as total cell number (left) or proportion of PLIN1 + area (right), n=7 (young), n=5 (aged). Data represent mean ± SEM, points represent biological replicates, two groups analyzed using a Student’s t-test, and multiple conditions analyzed with a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: not significant, p>0.05; * p<0.05 ** p<0.01; *** p<0.001.

**Figure 2—figure supplement 1.**
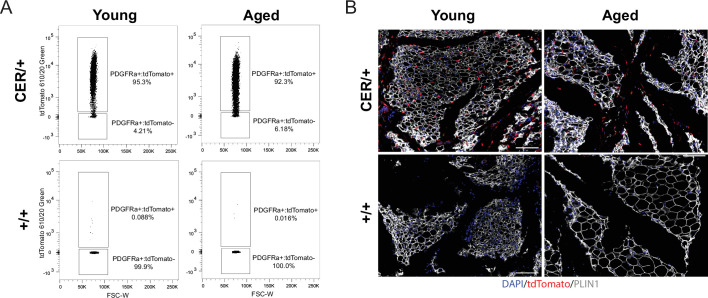
Aging blocks beige adipogenesis from PDGFRa +ASPCs. (**A**) Representative flow cytometry plots showing expression of tdTomato in gated Live, Lin-; PDGFRα+stromal vascular cells isolated from young and aged reporter mice (described in Figure 2) immediately after treatment with tamoxifen (tmx, pulse). (**B**) IF analysis of iWAT from young and aged reporter mice with tdTomato (red), PLIN1 (white), and DAPI (blue) after the tmx pulse, scale bar 100 μm.

### Single-cell expression profiling of ASPCs

We previously identified three main fibroblastic ASPC populations in iWAT: DPP4^+^ cells, ICAM1^+^ preadipocytes, and CD142^+^ cells. All these cell types express *Pdgfra* and have the capacity to undergo adipogenic differentiation (Merrick et al., 2019). 

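Stromal vascular cells of iWAT were sequenced in 6 libraries, 1 for each age (9 or 57 weeks) and temperature group (TN at 30 °C, and 3 or 14 days at 6 °C). The authors aligned the reads to the mm10 transcriptome with Cell Ranger and deposited the number of unique molecular identifiers (UMIs, each marking 1 captured transcript) of each gene in every barcode called as a cell, without normalization or further filtering. The libraries of young mice held 88508349 UMIs at TN, 87368343 after 3 days and 87219354 after 14 days of cold exposure. Those of aged mice held 68479481, 74590296 and 52068837 UMIs in the same order. Median UMIs per barcode were 8954, 7809.5 and 7225 in the young libraries and 6232, 6540 and 2588 in the aged libraries, and 38.2% of the barcodes in the aged 14D cold library had fewer than 2000 UMIs. For the values given here, barcodes with more than 200 genes were kept when their log10 UMIs, log10 genes and mitochondrial percentage lay within 3 median absolute deviations of the library's median, clusters were built with the paper's 6000 variable genes and named from marker genes, and UMIs were summed per library and cell class. The 3 aged sums were compared with the 3 young sums by edgeR's quasi-likelihood test with temperature as a term. The paper's text states that mice were not pooled where it does not say so, and gives no number of mice per single-cell library, so each library counted as 1 sample and cells did not count as replicates. With 1 library per age and temperature, no difference within a temperature was tested.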

To test whether aging dysregulates one or more of these ASPC types, we performed scRNA-seq on stromal vascular cells from iWAT of young and aged animals, maintained at TN, or following transition to cold for 3 or 14 days (Figure 1A). ASPCs were enriched by removing immune (CD45^+^) cells using fluorescence activated cell sorting (FACS). 

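After this sort, 1 cluster of 426 cells, 0.743% of the 57326 cells kept, had 10 of the 10 immune markers examined. Its share of the cells kept was 0.688% ± 0.206 (SD, n = 3 libraries) in young mice and 0.790% ± 0.302 (SD, n = 3) in aged mice, a difference smaller than the spread between libraries (two-sided exact permutation test, p = 0.6, where the smallest p that 3 libraries against 3 allow is 0.1). The smallest library share was 0.502% in young 3D cold and the highest was 1.12% in aged 14D cold.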

We integrated the datasets from all conditions together and performed clustering analysis. The following cell populations were annotated based on their expression of cell-type-specific marker genes: four fibroblast populations (*Dpp4*^+^; *Icam1*^+^ preadipocytes; *Cd142*^+^, *Spp1*^+^), two populations of endothelial cells (*Pecam1*^+^); smooth muscle cells/pericytes (*Myh11*^+^, *Pdgfrb*^+^); Schwann cells (*Mpz^+^*); and residual immune cells (*Ptprc*^+^; Figure 3A–C). 

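Clustering of the deposited counts gave 14 clusters. Clusters 1, 2 and 13, with 11667, 10372 and 186 cells, were named Dpp4+ fibroblast-like, and 10, 7 and 10 of the 10 Dpp4+ markers examined were detected in them. Clusters 0 and 3, with 13168 and 6591 cells, were Icam1+ preadipocyte-like with 8 and 6 of 10 markers, and cluster 5, with 3828 cells, was Cd142+ fibroblast-like with 10 of 10. Clusters 6 and 8 were endothelial-like with 3235 and 730 cells, clusters 7 and 9 were SMC/pericyte-like with 885 and 488 cells, and cluster 10 was Schwann-like with 455 cells. At resolution 0.3 there were 412 Schwann-like cells, but at resolution 1.0 only 141, and a separate cluster of 343 cells led by Marco, Spp1 and Thbs4 had 5 of 6 lymphatic endothelial markers; Spp1 is also among the leading genes of cluster 10. No cluster met the naming rule for Spp1+ fibroblasts. Cluster 4, with 4878 cells, and cluster 12, with 417 cells of which 92.3% had a high doublet score, were given no name. The rule that a name needs 3 detected markers and 50% of its list was set after the clusters were seen, while the marker lists were not. These names were rebuilt from markers, so the cells in a population can differ from those of the study. Doublets were not removed from these values.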

We did not identify any cell population specific to either aging or cold exposure. In this regard, we did not identify ‘aging-dependent regulatory cells (ARCs)’, which were previously defined as ASPCs expressing *Lgals3* and other inflammatory genes (Figure 3—figure supplement 1; Nguyen et al., 2021). 

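All 14 clusters held cells of all 6 libraries. Genes were scaled within each library before clustering, which removes mean differences between libraries, so this is no test for a population specific to 1 condition. Cluster 4 was the most uneven, with 34.5% of the cells of the aged 14D cold library against 1.46% to 3.70% in the other 5 libraries. That library gave 3757 of its 4878 cells (77.0%), and the median cell of cluster 4 had 1583 UMIs. Its leading genes included Myh11, Acta2 and Tagln, but it had 4 of 10 SMC/pericyte markers and stayed without a name. The unnamed clusters held 35.1% of the aged 14D cold cells and 2.65% to 4.31% of those in the other libraries. Cluster 2 held 5.63% of the aged TN cells and 16.1% to 26.2% in the other libraries, so that clusters 1 and 2 made up 77.1% and 21.8% of the Dpp4+ fibroblasts in aged TN, against 48.1% and 50.9% in young TN. With limits of 1000 to 7000 genes and 10% mitochondrial UMIs for all libraries, 7562 of the 11903 aged 14D cold barcodes were kept, compared with 10880.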

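ARCs were looked for as ASPCs with at least 1 UMI of Lgals3 (chromosome 14 of GRCm38, 47367751 to 47386160) and at least 1 of Ptprc (chromosome 1, 138062861 to 138175708), after every cell with 2000 or more UMIs was thinned to 2000. Of 45003 ASPCs, 2 had both (0.00444%, exact binomial 95% confidence interval 0.000538% to 0.0161%), where the 2 genes falling together by chance would give 0.00373%. Both genes were found in 0 of 3649 endothelial cells, which allows a share of up to 0.0822%. Ptprc alone was in only 0.0274% of these cells, so this 0 cannot show whether the 2 genes occur together. In the unthinned counts 10 of 45812 ASPCs had both, or 0.0218%. Lgals3 alone was found in 18.6% of ASPCs and in 3.37% of endothelial cells at 2000 UMIs, a difference beyond counting error, and Ptprc in 0.0200% and 0.0274%, and Ptprc in ASPCs did not rise above its level in endothelial cells. Cells with CD45, which Ptprc encodes, were sorted out before sequencing, so few cells with Ptprc were to be expected and these shares do not show whether the tissue holds ARCs. Before thinning the median depth was 7886 UMIs in these ASPCs and 3523 in the endothelial cells, so these intervals cover counting error only. Lgals3 was higher in aged mice by a log2 fold change of 0.52 (standard error 0.06, adjusted p = 0.000300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Dpp4+ fibroblasts, 0.30 (0.08, adjusted p = 0.0407) in Icam1+ preadipocytes and 0.79 (0.12, adjusted p = 0.000305) in Cd142+ fibroblasts. The rise of Lgals3 in Icam1+ preadipocytes fell short of the threshold in 8 of 18 alternatives, with an adjusted p of up to 0.259 without the temperature term. It was 0.31 (adjusted p = 0.157, same test) without young 3D cold, 0.20 (0.168) without young 14D cold, 0.32 (0.144) without aged 3D cold and 0.21 (0.166) without aged 14D cold. Cd36 (chromosome 5, 17781690 to 17888801) was higher by 1.50 (adjusted p = 0.00292, same test) in Dpp4+ fibroblasts. RNA of other cells in the droplets was not weighed for Cd36. In Icam1+ preadipocytes Cd36 was lower in aged mice by -0.68 (adjusted p = 0.0720, same test), and it passed the threshold as lower in 6 of 18 alternatives. Among them it was -0.30 without young TN, -0.88 without young 3D cold, -0.30 without aged TN and -0.88 without aged 3D cold. Leaving out the young or the aged library of a temperature leaves the same pairs of libraries for the age difference. Such fits are nearly the same and are not separate evidence, for Lgals3 as for Cd36. In Cd142+ fibroblasts Cd36 did not pass.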

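For the marker genes examined here, 10 per population and kept out of the genes used for clustering, log2 fold changes of aged over young ranged from -0.66 to 0.44 in Dpp4+ fibroblasts, from -0.53 to 0.64 in Icam1+ preadipocytes and from -0.99 to 0.48 in Cd142+ fibroblasts, with median sizes of 0.20, 0.34 and 0.31. In edgeR's quasi-likelihood test with adjustment over all genes tested, 4, 5 and 5 of the 10 markers passed the threshold for age, and 7, 7 and 6 did when adjusted over the list alone. For temperature, 1, 2 and 5 passed over all genes and 6, 4 and 6 adjusted over the list alone. Clec11a in Cd142+ fibroblasts had the largest change with age, a log2 fold change of -0.99 (standard error 0.09, adjusted p = 4.75e-06 from the same test), followed by Pi16 in Dpp4+ fibroblasts with -0.66 (0.09, adjusted p = 0.000909), and these markers were named after their values were seen. The lists came from general knowledge of these populations and not from Figure 3—figure supplement 1.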

The expression levels of identity markers of the ASPC populations were not modulated during cold exposure or aging (Figure 3—figure supplement 1).

**Figure 3.**
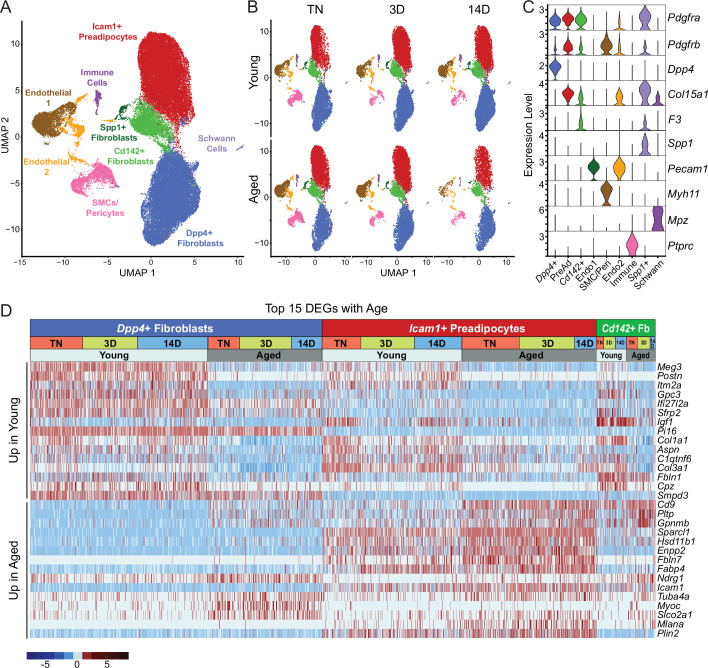
Single-cell expression profiling of ASPCs during iWAT beiging. (**A**) Integrated UMAP of gene expression in 54,987 stromal vascular cells (FACS depleted of CD45 +immune cells) from young and aged mouse groups detailed in Figure 1A. (**B**) UMAPs split by condition. (**C**) Violin plots showing the expression levels of representative marker genes for cell clusters. Y-axis=log-scale normalized read count. (**D**) Expression heatmap of the top differentially expressed genes in young vs. aged fibroblastic ASPCs (*Dpp4*+, *Icam1*+ preadipocytes and *Cd142*+ cells). Table shows expression of these genes in ASPC populations across temperature conditions (TN, cold 3D, cold 14D) from young and aged mice.

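The 6 libraries held 68103 barcodes, 33547 from young and 34556 from aged mice, of which 67282 had more than 200 genes. The further limits on UMIs, genes and mitochondrial percentage are not given as numbers in the paper's text. With 3 median absolute deviations per library 57326 cells were kept, 27662 from young and 29664 from aged mice, compared with the paper's 54,987. Fixed limits for all libraries kept 56847 cells, and 52096 cells were left when those with a high score against simulated doublets were taken out.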

**Figure 3—figure supplement 1.**
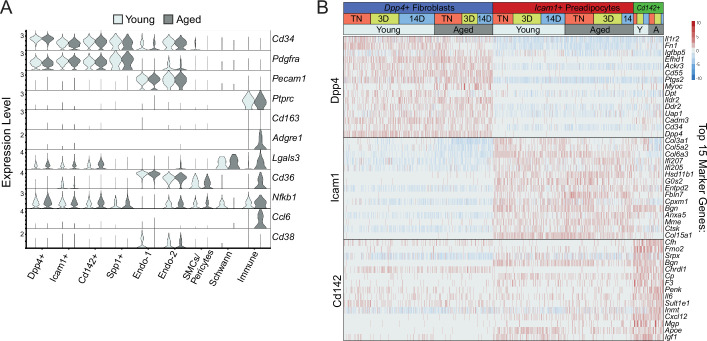
Single-cell expression profiling of ASPCs during iWAT beiging. (**A**) Violin plot showing expression of ARC marker genes in cell clusters split by age, Y-axis=log-scale normalized read count. (**B**) Expression heatmap of top ASPC marker genes across age and housing conditions.

Differential gene expression analyses identified aging-modulated genes in ASPCs (Figure 3D). 

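In Dpp4+ fibroblasts, 2354 of 13340 genes tested differed with age at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1167 higher and 1187 lower in aged mice. In Icam1+ preadipocytes there were 1805 of 13536 (969 higher, 836 lower), and in Cd142+ fibroblasts 1191 of 11055 (615 higher, 576 lower). In all 3 populations 490 genes passed, 240 higher and 239 lower throughout and 11 in both directions. Without the temperature term the counts were 757, 278 and 425, and DESeq2 gave 1390, 1026 and 395. Without young 14D cold the count in Dpp4+ fibroblasts was 1510. In Icam1+ preadipocytes it was 844 without young 3D cold, 913 without young 14D cold, 887 without aged 3D cold and 784 without aged 14D cold. Of the 30 gene labels read from Figure 3D, 30 changed in the direction of the figure in each population, and 30, 29 and 29 of them passed the threshold in Dpp4+ fibroblasts, Icam1+ preadipocytes and Cd142+ fibroblasts; the study chose these genes on the same libraries. The rule set beforehand ranked genes past the threshold with at least 20 CPM that changed in the same direction at all 3 temperatures. By this rule the largest rises in Dpp4+ fibroblasts were Pltp, Mrgprg (log2 fold change 2.92) and Clic5 (2.29). In Icam1+ preadipocytes they were Gm14964 (2.98), Mlana (1.99) and Sgip1 (1.74), and in Cd142+ fibroblasts Mlana (2.71), Pltp and Slco2a1 (1.78). Gm14964 is annotated as antisense, and the counting of its reads is uncertain where it overlaps another gene. The largest falls included Il18r1 (-2.09) in Dpp4+ fibroblasts and 1500015O10Rik (-2.64), Mest (-2.50) and Hba-a1 (-2.20) in Cd142+ fibroblasts. Hba-a1 encodes a globin of red blood cells, has a near-identical copy and did not separate the ages in every library. Its log2 fold change ran from -4.415 to -1.26 with 1 library left out. Of 17 alternatives it fell short of the threshold in 4 and reversed in 1.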

Notably, expression of *Cd9*, previously identified as a fibrogenic marker, was upregulated with age in *Dpp4*^+^ cells and preadipocytes (Marcelin et al., 2017). 

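Cd9 (chromosome 6 of GRCm38, 125460266 to 125494791) rose from 57.4 ± 6.49 (SD, n = 3 libraries) CPM in young mice to 189 ± 15.7 (SD, n = 3) in aged mice in Dpp4+ fibroblasts, a log2 fold change of 1.72 (standard error 0.07, adjusted p = 8.44e-07 from edgeR's quasi-likelihood test). In Icam1+ preadipocytes it rose from 177 ± 30.8 to 499 ± 48.8 (1.50, standard error 0.07, adjusted p = 3.34e-05 from the same test), and in Cd142+ fibroblasts, where its young level was already 376 ± 65.6, to 607 ± 34.5 (0.70, standard error 0.09, adjusted p = 0.000114). The rise in Cd142+ fibroblasts was smaller than that in Dpp4+ fibroblasts by -1.04 and than that in Icam1+ preadipocytes by -0.81 on the log2 scale (adjusted p = 2.40e-06 and 0.000104 for the interaction of age and population). Within cluster 1 alone and cluster 2 alone, a split chosen after the data were seen, Cd9 rose by 1.55 and 2.04.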

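Pltp (chromosome 2 of GRCm38, 164839518 to 164857711) was higher in aged than in young mice by a log2 fold change of 3.20 in Dpp4+ fibroblasts (16.4 ± 2.40 to 150.5 ± 10.2 CPM, SD, n = 3 libraries), 0.98 in Icam1+ preadipocytes (128 ± 22.3 to 254 ± 58.6) and 2.13 in Cd142+ fibroblasts (121 ± 12.9 to 537 ± 125). The adjusted p was 1.42e-07, 0.00290 and 4.81e-09 in edgeR's quasi-likelihood test. At single temperatures the difference, which has no replicates, lay between 2.95 and 3.54, between 0.56 and 1.27, and between 1.96 and 2.40. Gpnmb (chromosome 6, 49036546 to 49070929) was higher by 1.94 in Dpp4+ fibroblasts (43.2 ± 17.0 to 161 ± 35.2), 0.90 in Icam1+ preadipocytes (142 ± 29.7 to 265 ± 42.7) and 1.07 in Cd142+ fibroblasts (215 ± 86.2 to 441 ± 122), with adjusted p of 8.44e-07, 0.000651 and 3.65e-06 from the same test, and its differences at single temperatures lay between 0.76 and 2.12. The rise of Pltp in Icam1+ preadipocytes was smaller than that in Dpp4+ fibroblasts by -2.21.

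**Figure D1:**
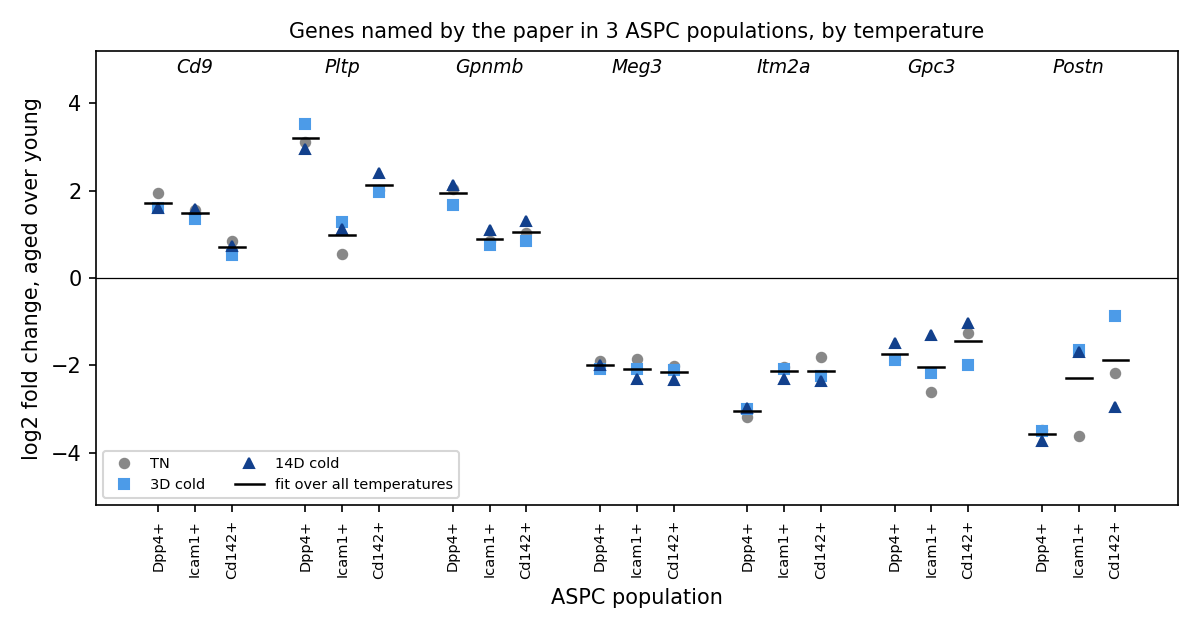
Log2 fold change of aged over young mice (vertical axis) for the 7 genes named by the paper in each ASPC population (horizontal axis), as the difference at each temperature (points, 1 library per age) and the fit over all temperatures (lines). Cd9, Pltp and Gpnmb lie above 0 and Meg3, Itm2a, Gpc3 and Postn below 0 at all 3 temperatures in all 3 populations, and the largest fitted values are 3.20 for Pltp and -3.58 for Postn in Dpp4+ fibroblasts.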

*Pltp* and *Gpnmb* were also elevated by aging across all ASPC populations and temperature conditions. Genes downregulated by aging in all ASPC populations included *Meg3*, *Itm2a* and *Gpc3 and Postn*. 

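Meg3 (chromosome 12 of GRCm38, 109541001 to 109571726, a long noncoding RNA) fell from 2196 ± 208 to 552 ± 36.2 CPM in Dpp4+ fibroblasts (SD, n = 3 libraries; log2 fold change -1.99, adjusted p = 3.40e-07 from edgeR's quasi-likelihood test), and its log2 fold change was -2.08 in Icam1+ preadipocytes and -2.15 in Cd142+ fibroblasts. Itm2a (chromosome X, 107397099 to 107403376) changed by -3.05, -2.14 and -2.12 in the 3 populations in this order, with adjusted p from 4.92e-09 to 1.28e-05 in the same test. Gpc3 (chromosome X, 52272426 to 52613950) changed by -1.74, -2.03 and -1.44. It was among the leading genes of cluster 2, whose share of the Dpp4+ fibroblasts was lowest in aged TN, and within clusters 1 and 2 alone it changed by -1.68 and -1.43. Postn (chromosome 3, 54361109 to 54391037) changed by -3.58 in Dpp4+ fibroblasts (532 ± 225 to 44.7 ± 20.5), -2.29 in Icam1+ preadipocytes (350.1 ± 128 to 75.7 ± 46.2, adjusted p = 0.00601, same test) and -1.88 in Cd142+ fibroblasts (127 ± 67.2 to 31.2 ± 14.7). For these 4 genes the libraries of the 2 ages did not overlap in any population, which chance gives, in either direction, for 10% of genes in 3 libraries against 3. Without the temperature term the change of Postn in Icam1+ preadipocytes had an adjusted p of 0.0555 (same test; 5.50e-08 to 0.0555 over the alternatives).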

Of note, *Postn* encodes an extracellular matrix protein that was previously reported to regulate adipose tissue expansion and decrease in expression during aging (Graja et al., 2018).

### ASPCs from aged mice are competent for beige adipogenesis ex vivo

We next evaluated if ASPCs from young and aged animals exhibit cell-autonomous differences in adipogenic differentiation capacity. We FACS-purified DPP4^+^, ICAM1^+^, and CD142^+^ cells from the iWAT of young and aged mice, plated them in culture and induced adipocyte differentiation. Using a minimal differentiation stimulus consisting of insulin only (Min), ICAM1^+^ and CD142^+^ cells underwent more efficient differentiation into lipid droplet-containing adipocytes, and expressed higher levels of adipocyte genes (*Adipoq* and *Fabp4*) than DPP4^+^ cells, consistent with prior work (Figure 4A and B; Merrick et al., 2019). DPP4^+^ and CD142^+^ cells from young and aged mice underwent adipocyte differentiation and induced adipocyte genes with equivalent efficiency. Unexpectedly, ICAM1^+^ cells from aged mice exhibited greater differentiation capacity than those from young mice, as evidenced by higher expression levels of *Adipoq* and *Fabp4* (Figure 4A and B). Maximal stimulation with a full cocktail of adipogenic inducers (Max) produced similar and robust differentiation in all ASPC populations from young or aged mice (Figure 4C and D). To assess whether young and aged ASPCs behave differently when cultured as a mixed heterogeneous population, we isolated the stromal vascular fraction (SVF) for adipogenesis assays. Again, SVF cell cultures from young and aged mice displayed similar adipogenic differentiation efficiency following either Min or Max stimulation (Figure 4E and F). Finally, we treated differentiated adipocyte cultures with the pan-adrenergic agonist isoproterenol for 4 hours to evaluate thermogenic gene activation (i.e. beiging). Basal levels of *Ucp1* expression were lower in DPP4^+^ cells compared to other ASPC types, but all ASPC populations activated *Ucp1* expression to similarly high levels in response to isoproterenol treatment and did not differ by age (Figure 4G). We also did not observe an aging-related difference in the levels of *Ucp1* induction in SVF-derived adipocyte cultures (Figure 4H). Together, these data suggest that the beige adipogenic capacity of ASPCs is not intrinsically compromised in aged mice, and therefore the in vivo deficit in beige adipogenesis could be due to non-ASPC-autonomous effects.

**Figure 4.**
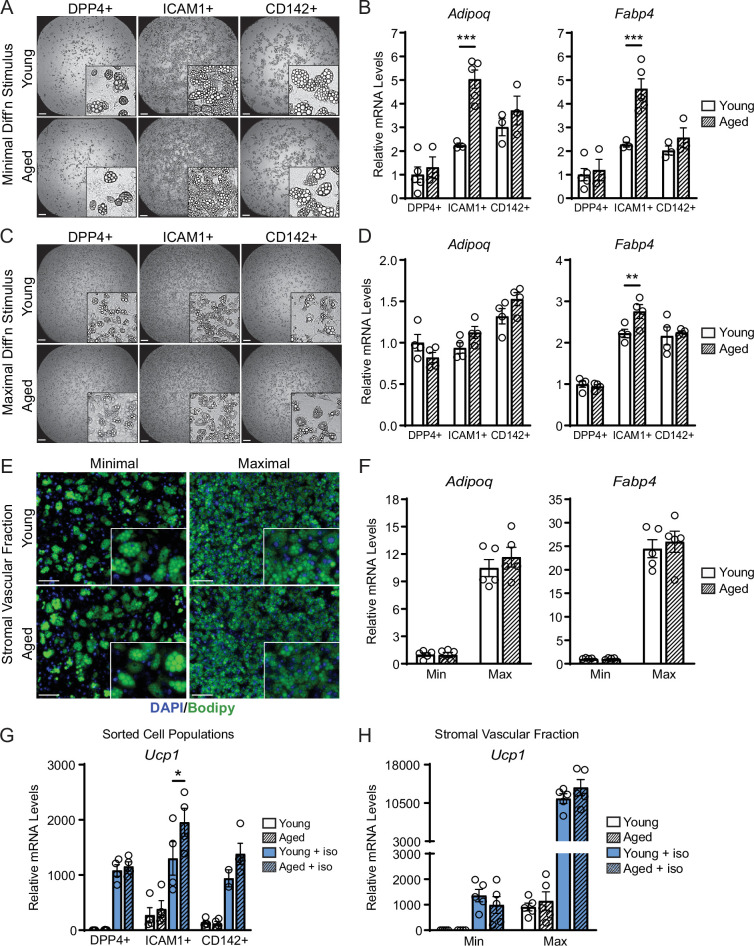
ASPCs from young and aged mice display similar beige adipogenic activity ex vivo. (**A, C**) Phase contrast images of DPP4+, ICAM1+ and CD142+ cells from iWAT of young and aged mice that were induced to undergo adipocyte differentiation with minimal (Min, **A**) or maximal (Max, **C**) induction cocktail for 8 days. Scale bar 200 μm. (**B, D**) mRNA levels of adipocyte marker genes *Adipoq* and *Fabp4* in cultures from (**A, C**). Data points represent separate wells, sorted from a pool of five mice (**A**) or sorted from two pools of two to three mice (**C**). (**E**) Stromal vascular fraction (SVF) cell cultures from the iWAT of young and aged mice were induced to differentiate for 8 days with Minimal or Maximal cocktail, followed by Bodipy (green) staining of lipid droplets and DAPI (blue) staining of nuclei. Scale bar 100 μm. (**F**) Relative mRNA levels of *Adipoq* and *Fabp4* in cultures from (**E**). Data points represent wells from individual mice, n=5. (**G, H**) Relative mRNA levels of *Ucp1* in adipocyte cultures from (**C, E**) with or without treatment with isoproterenol for 4 hr. Data points represent wells sorted from two pools of two to three mice (**G**) or wells from individual mice, n=5 (**H**). Data represent mean ± SEM, two groups analyzed using a Student’s t-test, and multiple conditions analyzed with a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: not significant, p>0.05; * p<0.05 ** p<0.01; *** p<0.001.

### Single-nucleus RNA sequencing uncovers adipocyte heterogeneity

To determine the effects of aging and cold exposure on adipocyte gene profiles, we performed snRNA-seq analyses of iWAT samples using the same experimental paradigm described above (Figure 1A). We integrated all the conditions together for analyses from two separate runs (Figure 5A and C). Similar cell types were captured as with scRNA-seq (Figure 3A), but with the addition of mature adipocyte populations. This dataset also has increased representation from immune cells since there was no negative selection against CD45^+^ cells. As with the single-cell data set, we did not identify any aging-specific cell populations (Figure 5—figure supplement 1). However, we observed striking gene expression differences in the adipocyte cluster across age and temperature. Most obvious, and expectedly, was the emergence and expansion of a distinct beige adipocyte population, marked by expression of *Ucp1* and other thermogenic genes, during cold exposure (Figure 5B).

**Figure 5.**
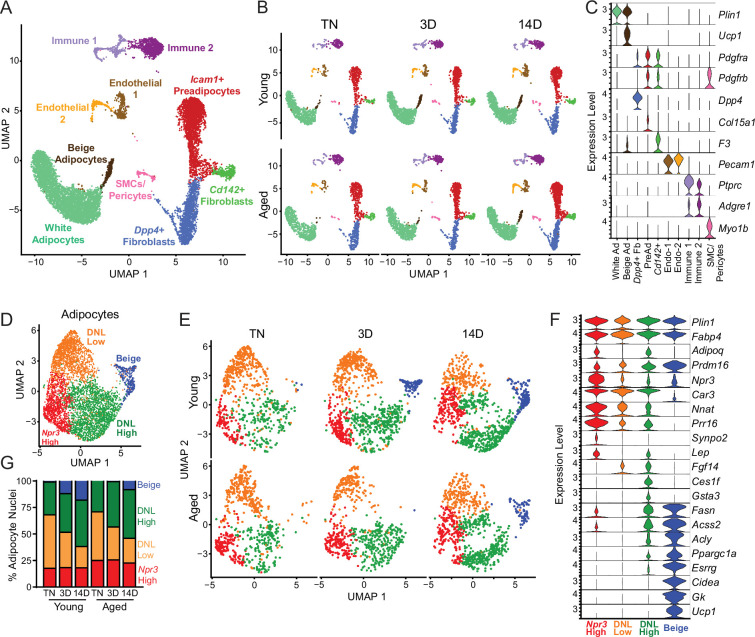
Single-nucleus expression profiling of adipocytes during the beiging process in young and aged mice. (**A**) Fully integrated UMAP of mRNA levels in 11,905 nuclei from iWAT of mouse groups detailed in Figure 1A, n=2 mice per condition. (**B**) UMAPs split by condition. (**C**) Violin plots showing expression patterns of cell cluster-selective marker genes, Y-axis=log-scale normalized read count. (**D**) UMAP of gene expression in re-integrated adipocyte clusters including 4937 nuclei from (**A**) identifying four populations: *Npr3*-high, beige, DNL-low, and DNL-high. (**E**) Adipocyte UMAPs split by condition. (**F**) Violin plots showing expression patterns of selected genes in adipocyte populations, Y-axis=log-scale normalized read count. (**G**) Adipocyte nuclei numbers in each sample, plotted as percent of total adipocytes captured for that sample.

**Figure 5—figure supplement 1.**
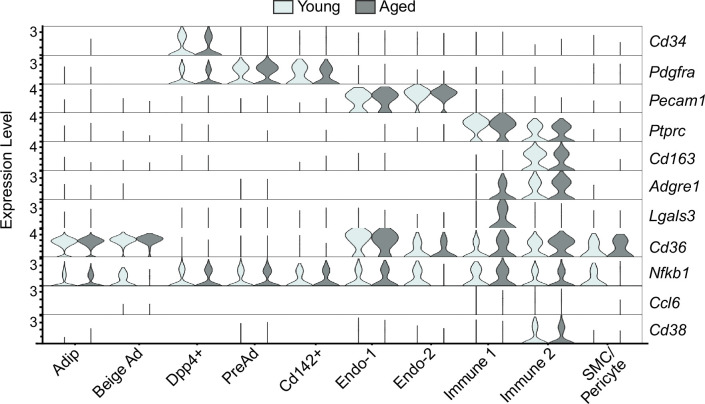
Single-nucleus expression profiling of iWAT during the beiging process. Violin plot showing marker gene levels split by age, y-axis=log-scale normalized read count.

To focus on adipocyte responses, we reintegrated the snRNA-seq data using only the adipocytes, which revealed four main clusters (Figure 5D–F). All adipocyte clusters displayed similarly high mRNA levels of canonical adipocyte markers *Fabp4* and *Plin1*. Beige adipocytes, marked by high expression of thermogenic genes (i.e. *Ppargc1a*, *Esrrg*, *Cidea*, *Gk, Prdm16,* and *Ucp1*), were the most distinctive cluster and were largely absent at TN in young and aged mice. These cells began to appear in young mice after 3 days of cold exposure, and were further increased at 14 days. By contrast, in aged mice, beige cells were barely detectable at 3 days of cold exposure and were present at greatly reduced numbers than in young mice at 14 days (Figure 5E). This analysis also revealed three sub-populations of ‘white’ adipocytes. ‘*Npr3*-high’ adipocytes were enriched for expression of *Npr3*, *Synpo2*, *Prr16*, and *Tshr*, expressed higher levels of white fat marker genes *Leptin* (*Lep*) and *Nnat*, and exhibited the lowest expression levels of thermogenic (beige) genes (Gesta et al., 2007; Rosell et al., 2014). Two additional white adipocyte clusters were designated as ‘de novo lipogenesis (DNL)-low’ and ‘DNL-high’ cells, both of which expressed lower levels of *Npr3* and shared selective expression of *Fgf14*. DNL-high cells uniquely expressed *Ces1f* and *Gsta3* and activated high levels of DNL pathway genes (i.e. *Fasn*, *Acss2* and *Acly*) upon cold exposure (Figure 5F). Interestingly, Adiponectin (*Adipoq*) was differentially expressed across adipocyte clusters, with higher levels in *Npr3*-high and DNL-high cells. Quantification of adipocyte nuclei from this data set suggested that the proportions of *Npr3*-high and DNL-high adipocytes remain stable across temperature, with aged mice having more *Npr3*-high adipocytes. The proportion of beige adipocytes increased during cold exposure, while DNL-low adipocytes decreased with cold exposure in both young and aged mice (Figure 5G).

### Aging dysregulates gene programming in adipocyte populations

To evaluate the global effects of cold exposure and aging on adipocytes, we performed differential gene expression analysis between young and aged adipocytes within each cluster. DNL-high and beige adipocytes exhibited the most dramatic expression changes between young and aged animals (Figure 6A and B, Figure 6—figure supplement 1A and B). At TN, DNL-high cells from aged animals expressed lower levels of several genes, including *Fkbp5*, *Spon1,* and *Adam12*. Interestingly, *Npr3*, in addition to marking *Npr3*-high cells, was increased by aging in DNL-high adipocytes and to a lesser extent in other adipocyte populations (Figure 6C and D). In young animals, *Npr3* expression was downregulated by cold exposure in the three white adipocyte populations, and this downregulation was blunted in aged animals (Figure 6D). Gene expression analysis of whole iWAT pads confirmed that *Npr3* mRNA levels were progressively decreased by cold exposure and elevated in aged versus young mice under all temperature conditions (Figure 6E). *Npr3* expression levels were also increased in isolated primary adipocytes from aged relative to young mice (Figure 6F). Expression levels of the G-protein-coupled NP receptors *Npr1* or *Npr2* were not modulated by cold or aging in iWAT or iWAT adipocytes (Figure 6—figure supplement 1).

**Figure 6.**
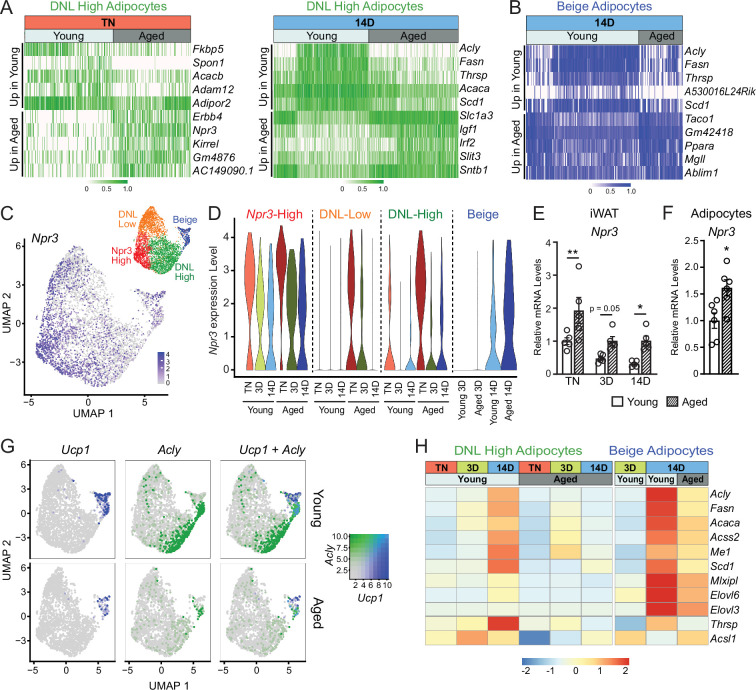
Aging blocks activation of the lipogenic gene program in adipocytes. (**A**) Expression heatmap of the top aging-regulated genes in DNL-high adipocytes at TN (left) and after 14 days of cold exposure (right). (**B**) Expression heatmap of the top aging-regulated genes in beige adipocytes after 14 days of cold exposure. (**C**) UMAP of *Npr3* mRNA levels in adipocyte populations (from Figure 5D). (**D**) Violin plots showing *Npr3* mRNA levels in adipocyte populations at TN (**T**), and at 3 and 14 days of cold exposure, Y-axis=log-scale normalized read count. (**E**) *Npr3* mRNA levels in iWAT from mouse groups described in Figure 1A, n=5. (**F**) *Npr3* mRNA levels in isolated adipocytes from TN- acclimated young and aged mice, n=6. (**G**) UMAPs of *Ucp1, Acly,* and their co-expression in adipocyte populations from young and aged mice. (**H**) Heatmap showing average expression of DNL genes in all nuclei from DNL-high and beige adipocytes per condition indicated in the top table. Data represent mean ± SEM, points represent biological replicates, two groups analyzed using a Student’s t-test, and multiple conditions analyzed with a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: not significant, p>0.05; * p<0.05 ** p<0.01; *** p<0.001.

**Figure 6—figure supplement 1.**
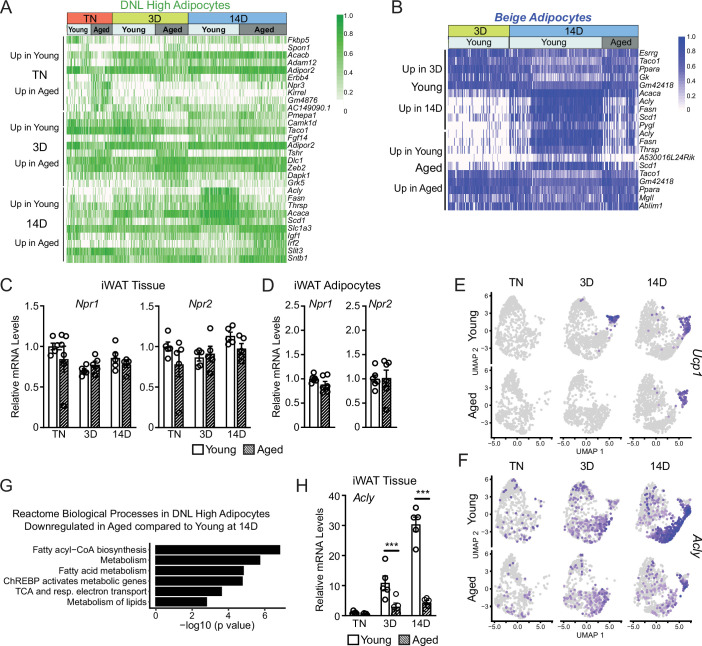
Single-nucleus expression profiling of adipocytes during the beiging process. (**A**) Expression heatmap of the top aging-regulated genes in DNL-high adipocytes. (**B**) Expression heatmap of the top aging- and cold-regulated genes in beige adipocytes. (**C, D**) *Npr1* and *Npr2* mRNA levels in iWAT (from mouse groups in Figure 1A) (**C**), n=5 and in isolated adipocytes from iWAT (**D**), n=6. (**E, F**) UMAP of *Ucp1* (**E**) and *Acly* (**F**) mRNA levels in adipocyte groups (from Figure 5D). (**G**) Enrichment analysis of age-regulated genes in DNL high adipocytes. (**H**) Acly mRNA levels in iWAT (from groups in Figure 1A) n=5. Data are mean ± SEM, points represent biological replicates, two groups analyzed using a Student’s t-test, and multiple conditions analyzed with a two-way ANOVA with a Tukey correction for multiple comparisons. Significance: *p<0.05; **p<0.01; ***p<0.001.

We also observed a striking activation of the DNL gene program (*Acly*, *Fasn*, *Acaca*, *Scd1*, etc.) in DNL-high and beige adipocytes during cold exposure (Figure 6G and H). The induction of these genes during cold exposure, exemplified by *Acly* expression, was a cluster-defining attribute of DNL-high cells, which did not express beige markers like *Ucp1* even after 14 days of cold exposure. Of note, we found two types of beige (*Ucp1*^+^) adipocytes, distinguished by the presence vs. absence of high DNL gene levels (i.e. *Ucp1*^+^; DNL^+^ and *Ucp1*^+^; DNL(^-^)), with the latter arising first during cold exposure (3D vs. 14D) (Figure 6G, Figure 6—figure supplement 1E, F). Importantly, the induction of DNL genes was nearly completely blocked in DNL-high cells and reduced in beige cells of aged animals (Figure 6G). Indeed, the top aging downregulated genes in adipocytes from cold exposed mice correspond to DNL and related pathways, especially in DNL-high cells (Figure 6—figure supplement 1G). Lastly, at the whole tissue level, we observed robust induction of *Acly* in iWAT of young relative to aged mice with increasing duration of cold exposure (Figure 6—figure supplement 1H). Taken together, these results implicate the suppression of natriuretic peptide signaling and DNL in the aging-related impairment of beige fat formation.

## Discussion

Thermogenic adipose tissue activity declines during aging of mice and humans, correlating with increases in fat mass and susceptibility to cardiometabolic diseases (Cypess et al., 2009; Saito et al., 2009; Pfannenberg et al., 2010; Yoneshiro et al., 2011; Rogers et al., 2012; Berry et al., 2017; Wang et al., 2019; Becher et al., 2021). Our study provides a comprehensive unbiased profile of the adipose tissue beiging process and reveals pathways dysregulated by aging in ASPCs and adipocytes.

Beige adipocytes develop via the de novo differentiation of ASPCs or through activation of the thermogenic gene program in mature adipocytes. Previous studies defined three populations of fibroblastic ASPCs in iWAT, namely *Dpp4*^+^ cells, *Icam1*^+^ preadipocytes, and *Cd142*^+^ cells. Aging or cold exposure did not induce dramatic shifts in either the proportions, or gene expression signatures of any of these ASPC types, suggesting that these cell populations are stably maintained across a range of conditions. 

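As a share of the cells of the 3 ASPC populations, Dpp4+ fibroblasts made up 51.6% ± 3.58 (SD, n = 3 libraries) in young and 45.5% ± 11.3 in aged mice, Icam1+ preadipocytes 40.4% ± 2.81 and 45.8% ± 11.0, and Cd142+ fibroblasts 7.96% ± 0.852 and 8.74% ± 0.338. None of these differences separated from the spread (two-sided exact permutation tests, p = 0.6, 0.6 and 0.3; 3 libraries against 3 cannot give a p under 0.1). For Cd142+ fibroblasts, which were higher in aged mice, the p was at that limit of 0.1 at resolution 1.0, with genes scaled over all cells together and with markers and paper genes among the clustering genes. The difference turned to -0.799 percentage points at resolution 0.3 and to -0.501 as a share of all cells kept. Among the aged libraries, Dpp4+ fibroblasts were 33.9% (exact binomial 95% confidence interval 32.8% to 35.1%) in aged TN and 56.6% (55.4% to 57.9%) in aged 14D cold, where the intervals cover counting error only and test no difference between groups. As a share of all cells kept, which counts the unnamed cells of aged 14D cold, Dpp4+ fibroblasts were 45.0% ± 2.38 in young and 32.9% ± 7.18 in aged mice (exact permutation test, p = 0.1). With age as a term, 876 genes in Dpp4+ fibroblasts, 551 in Icam1+ preadipocytes and 303 in Cd142+ fibroblasts differed between temperatures in edgeR's quasi-likelihood test. Without the age term these counts were 0, 0 and 1, with 996, 1031 and 440 genes at an unadjusted p under 0.05 in the same test. DESeq2 with age as a term gave 658, 597 and 119. The fit without the age term counts the difference between ages as spread, so its low counts do not argue against changes with temperature. Without aged 14D cold the count in Dpp4+ fibroblasts was 1730. In Icam1+ preadipocytes it was 1048 without young TN, 262 without young 3D cold and 350 without aged 3D cold. In Cd142+ fibroblasts it was 764 without young 14D cold and 594 without aged 14D cold. From the absence of dramatic shifts, the paper proposes that these populations are stably maintained.

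**Figure D2:**
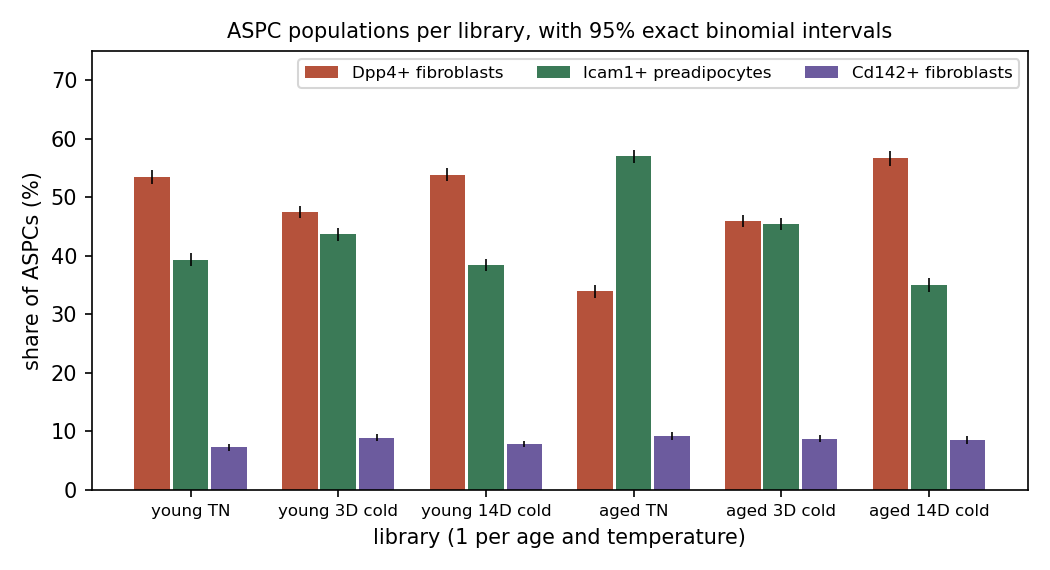
Share of each ASPC population (vertical axis, percent of the cells of the 3 populations) in each of the 6 libraries (horizontal axis), with 95% exact binomial intervals as error bars. Aged TN stands apart with 57.0% Icam1+ preadipocytes, while Cd142+ fibroblasts stay between 7.22% and 9.10%.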

In support of this, aging did not diminish the cell-intrinsic adipogenic capacities of these ASPC populations when subjected to adipogenesis assays ex vivo. Notably, we did not observe the emergence of aging-dependent regulatory cells (ARCs), previously described as modulated ASPCs co-expressing ASPC and immune marker genes, which have the capacity to suppress adipocyte differentiation (Nguyen et al., 2021). However, we did observe the induction of ARC-selective gene markers (i.e., *Lgals3*, *Cd36*) specifically in immune cells (*Ptprc*^+^, *Adgre1*^+^) from aged mice in both our scRNA-seq and snRNA-seq datasets. This *Lgals3*/*Cd36* gene signature has also been described in Lin^+^ macrophages and CD45^+^ lipid-associated (LAM) macrophages (Burl et al., 2018; Jaitin et al., 2019). 

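In the immune cells of the single-cell data (73, 47 and 67 cells in the young and 66, 51 and 122 in the aged libraries, in the order TN, 3D and 14D), Lgals3 rose from 198 ± 116 (SD, n = 3 libraries) to 1619 ± 1875 CPM, a log2 fold change of 2.34 (standard error 0.86, adjusted p = 0.695 from edgeR's quasi-likelihood test), and Cd36 from 183 ± 44.8 to 584 ± 463, a log2 fold change of 1.40 (0.37, adjusted p = 0.492 from the same test). Both were higher in aged mice at all 3 temperatures, and neither passed the threshold; on simulated data with 1 log2 unit of change, this test in immune cells recovered 3.00% of the changed genes. Aged 14D cold set much of the rise of Lgals3, with 3783 CPM, and without that library the log2 fold change was 1.07. After thinning to 2000 UMIs, which left 73, 47 and 67 young and 63, 51 and 47 aged immune cells, Lgals3 was found in 23.3%, 27.7% and 8.96% of immune cells in the young libraries and in 22.2%, 45.1% and 42.6% in the aged libraries, and Cd36 in 16.4%, 14.9% and 19.4% against 9.52%, 37.3% and 48.9%. Adgre1 had a log2 fold change of 1.49 (adjusted p = 0.551, same test) and Ptprc of -0.10 (adjusted p = 0.958). Whether the change of Lgals3 or Cd36 in immune cells differs from that in ASPCs was not tested.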

Overall, our results suggest that aging-induced alterations to the systemic milieu or adipose tissue environment are responsible for the block in beige adipogenesis.

Gene expression analyses identified several genes that were altered by aging across multiple ASPC types and temperature conditions. 

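Among the genes past the threshold that changed in the same direction at all 3 temperatures and had at least 20 CPM on average, Cd9 ranked 10th of 501 by log2 fold change among those higher in aged Dpp4+ fibroblasts, 5th of 477 in Icam1+ preadipocytes and 85th of 427 in Cd142+ fibroblasts. By p it ranked 3rd, 3rd and 54th. By the mean log2 fold change over the 113 genes higher in all 3 populations it ranked 4th, with Pltp 1st and Gpnmb 5th.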

The top aging-upregulated gene was *Cd9*, which was previously identified as a marker of fibrogenic (fibrosis-generating) progenitor cells (Marcelin et al., 2017). *Cd9* encodes for a tetraspanin protein implicated in various processes that could affect adipogenesis, extracellular vesicle production, cell adhesion, inflammation, and platelet activation (Brosseau et al., 2018). Aging also upregulated the expression of *Pltp* and *Gpnmb*, which are both linked to the regulation of inflammation and fibrosis (Prabata et al., 2021; Saade et al., 2021). Conversely, *Meg3*, *Itm2a,* and *Postn* were consistently downregulated across all ASPC populations from aged versus young mice. Of note, Periostin (*Postn*) is an extracellular matrix protein that regulates adipose tissue lipid storage, and its levels were previously shown to decrease in several adipose tissue depots during aging (Graja et al., 2018).

We were surprised by the limited (<20%) contribution of fibroblastic (*Pdgfra*^+^) ASPCs, (which includes *Pparg*-expressing preadipocytes), to beige adipocytes during cold exposure. Of note, we also observed tdTomato^+^, unilocular white adipocytes upon cold exposure, suggesting the bi-potential fate of *Pdgfra*^+^ cells. Previous studies in mice using an adipocyte fate tracking system show that a high proportion of beige adipocytes arise via the de novo differentiation of ASPCs as early as 3 days of cold (Wang et al., 2013). However, the relative contribution from ASPC differentiation and direct adipocyte conversion to the formation of beige adipocytes depends highly on the experimental conditions, especially cold exposure history (Shao et al., 2019). Mice housed at TN from birth undergo high rates of de novo beige adipogenesis upon first cold exposure, whereas mice reared at room temperature acquire many ‘dormant’ beige adipocytes that can be re-activated by cold exposure (Rosenwald et al., 2013; Shao et al., 2019). Based on these findings, we presume that mature (dormant beige) adipocytes serve as the major source of beige adipocytes in our cold-exposure paradigm. However, long-term cold exposure also recruits smooth muscle cells to differentiate into beige adipocytes; a process that we did not investigate here (Long et al., 2014; McDonald et al., 2015; Berry et al., 2016; Shamsi et al., 2021).

The beiging process is associated with a dramatic remodeling of adipose tissue structure and metabolic function. We applied snRNA-seq analysis to investigate the cold response of iWAT adipocytes in young and aged animals, leading us to identify four adipocyte clusters: beige adipocytes and three ‘white’ subsets: *Npr3*-high, DNL-low and DNL-high adipocytes. *Npr3*-high adipocytes were enriched for expression of white fat-selective genes and exhibit the lowest levels of thermogenic genes (Rosell et al., 2014; Ussar et al., 2014). Interestingly, *Npr3* also upregulated by aging in all white adipocytes. Previous studies show that obesity also increases *Npr3* levels in adipose tissue of mice and humans (Kovacova et al., 2016; Gentili et al., 2017). NPR3 represses beige fat development and adipocyte thermogenesis by functioning as a clearance receptor for natriuretic peptides (NPs), thereby reducing their lipolytic and thermogenic effects (Sengenès et al., 2000; Sengenes et al., 2003; Moro et al., 2004; Bordicchia et al., 2012; Coué et al., 2018). Together, these results suggest that *Npr3*-high adipocytes may impede beige fat development in a cell non-autonomous manner by reducing NP signaling. Moreover, high NPR3 levels in aged animals could contribute to the block in beige fat development, and targeting this pathway may be a promising avenue to elevate beige fat activity.

We were also intrigued by the dramatic induction of DNL genes in beige adipocytes and DNL-high cells during cold exposure. DNL-high cells resemble an adipocyte subpopulation (mAd5), displaying enriched expression levels of *Acly* and *Acss2*, that was identified by Emont et al., 2022. Previous work established that cold stimulates opposing pathways of lipid oxidation and lipogenesis in thermogenic fat tissue (Yu et al., 2002; Mottillo et al., 2014; Sanchez-Gurmaches et al., 2018). The co-occurrence of these two processes is unusual and may provide a mechanism to ensure the continued availability of fatty acids to fuel thermogenesis and/or provide critical metabolic intermediates, such as acetyl-CoA. The Granneman lab demonstrated that high expression of the lipid catabolic enzyme MCAD and lipogenic enzyme FAS occurred in separate populations of iWAT adipocytes upon stimulation with a β3-adrenergic agonist for 3–7 days (Lee et al., 2017). We identified two subsets of UCP1^+^ beige adipocytes, distinguished by the presence vs. absence of high levels of DNL genes (i.e. *Ucp1*^+^; DNL-high and *Ucp1*^+^; DNL-low). Interestingly, the *Ucp1*^+^; DNL-high cells accumulated later during cold exposure (14D), suggesting that fully cold-adapted beige adipocytes express both pathways simultaneously. Of note, the induction of *Acly* and other lipogenic genes was very severely impaired in aged animals. Related to this point, Martinez Calejman and colleagues showed that *Acly* deficiency in brown adipocytes caused a whitened phenotype, coupled with an unexpected and unexplained reduction in *Ucp1* expression (Martinez Calejman et al., 2020). We speculate that high levels of ACLY may be required to support thermogenic gene transcription by supplying and efficiently shuttling acetyl-CoA for acetylation of histones or other proteins.

Aging is a complex process, and unsurprisingly, many pathways have been linked to the aging-related decline in beiging capacity. For example, increased adipose cell senescence, impaired mitochondrial function, elevated PDGF signaling and dysregulated immune cell activity during aging diminish beige fat formation (Berry et al., 2017; Goldberg et al., 2021; Nguyen et al., 2021; Benvie et al., 2023). Of note, older mice exhibit higher body and fat mass, which is associated with metabolic dysfunction and reduced beige fat development. While the effects of aging and altered body composition are difficult to separate, previous studies suggest that the beiging deficit in aged mice is not solely attributable to changes in body weight (Rogers et al., 2012). Further studies, including additional time points across the aging continuum may help clarify the role of aging and ascertain when beiging capacity decreases.

In summary, this work shows that aging impairs beige adipogenesis through non-cell-autonomous effects on adipose tissue precursors and by disrupting adipocyte responses to environmental cold exposure. Expression profiling at the single-cell level reveals adipocyte heterogeneity, including two different types of UCP1^+^ beige adipocytes. Finally, aging-dysregulated pathways, including natriuretic peptide signaling and lipogenesis, may provide promising targets for unlocking beige adipocyte development.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	C57BL/6 J	The Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:000664	
Genetic reagent (*M. musculus*)	C57BL/6JN	NIA, Bethesda, MD	NA	
Genetic reagent (*M. musculus*)	*Rosa26 loxp-stop-loxp tdTomato* Reporter (Ai14)	The Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:007914	
Genetic reagent (*M. musculus*)	*Pdgfra^CreERT2^*	The Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:032770	
Antibody	Rabbit polyclonal anti–red fluorescent protein (RFP)	Rockland, Pottstown, PA	600-401-379, RRID:AB_2209751	1:500
Antibody	Rabbit polyclonal anti-Perilipin (D418)	Cell Signaling, Denvers, MA	3470, RRID:AB_2167268	1:200
Antibody	Rabbit polyclonal anti- UCP1	Specially made by AstraZeneca, Cambridge, UK	NA	1:2000
Antibody	Rabbit polyclonal Anti-mouse CD142	Sino Biological, Chesterbrook, PA	R001	1:100
Antibody	Goat polyclonal Anti-mouse CD142	R & D Systems, Minneapolis, MN	AF3178, RRID:AB_2278143	1:50
Antibody	Rat monoclonal Anti-mouse CD140a-(PDGFRɑ)-PECy7	Biolegend, San Diego, CA	135912, RRID:AB_2715974	1:100
Antibody	Rat monoclonal Anti-mouse-CD31 (APC-Fire)	Biolegend, San Diego, CA	102528, RRID:AB_2721491	1:1000
Antibody	Rat monoclonal Anti-mouse CD45-allophycocyanin (APC/Cy7)	Biolegend, San Diego, CA	103116, RRID:AB_312981	1:1000
Antibody	Rat monoclonal Anti-mouse ICAM1-phycoerythrin (PE/Cy7)	Biolegend, San Diego, CA	116122, RRID:AB_2715950	1:100
Antibody	Rat monoclonal Anti-mouse CD26 (DPP-4)- fluorescein isothiocyanate (FITC)	Biolegend, San Diego, CA	137806, RRID:AB_10663402	1:200
Sequence-based reagent	mTbp	PMID:24703692	NA	F-GAAGCTGCGGTACAATTCCAG R-CCCCTTGTACCCTTCACCAAT
Sequence-based reagent	mAdipoq	PMID:24703692	NA	F-GCACTGGCAAGTTCTACTGCAA R-GTAGGTGAAGAGAACGGCCTTGT
Sequence-based reagent	mFabp4	PMID:24703692	NA	F-ACACCGAGATTTCCTTCAAACTG R-CCATCTAGGGTTATGATGCTCTTCA
Sequence-based reagent	mCidea	PMID:24703692	NA	F-TGCTCTTCTGTATCGCCCAGT R-GCCGTGTTAAGGAATCTGCTG
Sequence-based reagent	mPgc1a	PMID:24703692	NA	F-CCCTGCCATTGTTAAGACC R-TGCTGCTGTTCCTGTTTTC
Sequence-based reagent	mUcp1	PMID:24703692	NA	F-ACTGCCACACCTCCAGTCATT R-CTTTGCCTCACTCAGGATTGG
Sequence-based reagent	mDio2	PMID:24703692	NA	F-CAGTGTGGTGCACGTCTCCAATC R-TGAACCAAAGTTGACCACCAG
Sequence-based reagent	mAcly	PMID:31141698	NA	F-GAGTGCTATTGCGCTTCCC R-GGTTGCCGAAGTCACAGGT
Sequence-based reagent	mNpr3	This Paper	NA	F-TTTTCAGGAGGAGGGGTTGC R-ACACATGATCACCACTCGCT
Sequence-based reagent	mNpr1	MGH PrimerBank	Primer Bank ID: 113930717 c1	F-GCTTGTGCTCTATGCAGATCG R-CCTCGACGAACTCCTGGTG
Sequence-based reagent	mNpr2	MGH PrimerBank	Primer Bank ID: 118129825 c2	F-CATGACCCCGACCTTCTGTTG R-CGAACCAGGGTACGATAATGCT
Commercial assay or kit	ABI High-Capacity cDNA Synthesis kit	Applied Biosystems, Waltham, MA	4368813	
Commercial assay or kit	Purelink RNA Mini columns	Invitrogen, Waltham, MA	LT-12183018	
Commercial assay or kit	TSA TMR Tyramide Reagent Pack	Akoya Biosciences, Marlborough, MA	NEL742001KT	
Commercial assay or kit	TSA Fluorescein Tyramide Reagent Pack	Akoya Biosciences, Marlborough, MA	NEL741001KT	
Commercial assay or kit	Bulls Eye Decloaking Buffer	Biocare, Pacheco, CA	BULL1000 MX	
Commercial assay or kit	AbC Total Antibody Compensation Bead Kit	BioLegend,San Diego, CA	A10497	
Commercial assay or kit	Biotium Mix-n-Stain CF647	Sigma, Burlington, MA	MX647S100	
Commercial assay or kit	PicoPure RNA Isolation Kit	Invitrogen, Waltham, MA	KIT0204	
Commercial assay or kit	Qubit dsDNA High Sensitivity assay kit	ThermoFisher, Waltham, MA	Q32851	
Commercial assay or kit	DNA High Sensitivity Bioanalyzer Chip (Agilent)	Agilent, Santa Clara, CA	5067–4626	
Software, algorithm	Graphpad Prism	Graphpad, San Diego, CA	RRID:SCR_002798	
Software, algorithm	Adobe Illustrator	Adobe, San Jose, CA	RRID:SCR_010279	
Software, algorithm	Adobe Photoshop	Adobe, San Jose, CA	RRID:SCR_014199	
Software, algorithm	Image J	PMID:22743772	RRID:SCR_003070	
Software, algorithm	Cell Ranger	10 x Genomics	RRID:SCR_017344	
Software, algorithm	Seurat	PMID:34062119	RRID:SCR_016341	
Software, algorithm	bcl2fastq	Illumina	RRID:SCR_015058	
Software, algorithm	Cumulus	PMID:32719530	RRID:SCR_021644	
Software, algorithm	FACSDiva Softward	Becton Dickinson, Franklin Lakes, NJ	RRID:SCR_001456	
Other	Tamoxifen (Free Base)	Sigma, Burlington, MA	T5648	Synthetic estrogen receptor antagonist used to activate Cre.
Other	Corn Oil	Sigma, Burlington, MA	C8267	Vehicle solution for tamoxifen.
Other	16% Paraformaldehyde	EMS, Hatfield, PA	15710	Fixative used for tissue histology
Other	TRIzol	Invitrogen, Waltham, MA	15596018	Phenol-based solution used for nucleic acid extraction
Other	CL-316,243	Sigma, Burlington, MA	C5976	Agonist of Beta3-adrenergic receptor
Other	4’,6-Diamidine-2’-phenylindole dihydrochloride (DAPI), 1:10,000	Roche, Basel, Switzerland	10236276001	Fluorescent stain for DNA/nuclei
Other	Bovine Serum Albumin, fraction V, fatty-acid free	Gold Biotechnology, St. Louis, MO	A-421–250	Protein carrier for small molecules
Other	DMEM/F12	Fisher Scientific, Waltham, MA	11320033	Basal cell culture medium
Other	Fetal Bovine Serum	Omega Scientific, Tarzana, CA	FB-11, Lot 401714	For cell culture
Other	Primocin	InvivoGen, San Diego, CA	ant-pm-2	Anti-microbial for cell culture
Other	PCR Master Mix, Power SYBR Green	Applied Biosystems, Waltham, MA	4367659	Kit for qRT-PCR
Other	HBSS, 1 X	Fisher Scientific, Waltham, MA	14175079	Hank’s Balanced Salt Solution
Other	Dispase II	Roche, Basel, Switzerland	4942078001	Enzyme used for adipose tissue digestion
Other	Collagenase, Type 1	Worthington, Lakewood, NJ	LS004197	Enzyme used for adipose tissue digestion
Other	Red Blood Cell Lysis Buffer, 10 x	BioLegend, San Diego, CA	420302	For lysing red blood cells during cell isolations
Other	Human Insulin, Novolin	Novo Nordisk, Bagsvaerd, Denmark	183311	Used for cell culture studies
Other	Dexamethasone	Sigma-Aldrich, Burlington, VT	D4902	Glucorticoid Receptor agonist
Other	3-isobutyl-1-methylxanthine (IBMX)	Sigma-Aldrich, Burlington, VT	I7018	Chemical used to Increase cAMP levels, used in adipocyte differentiation cocktail
Other	Rosiglitazone	Cayman Chemical, Ann Arbor, MI	11884	Synthetic PPARgamma activator
Other	Indomethacin	Sigma-Aldrich, Burlington, VT	I8280	Chemical used in adipocyte differentiation cocktail
Other	3,30,5-Triiodo-L-thyronine sodium salt (T3)	Sigma-Aldrich, Burlington, VT	T6397	Thyroid Receptor agonist
Other	isoproterenol	Sigma-Aldrich, Burlington, VT	I6504	Pan beta-adrenergic receptor agonist
Other	Bodipy 493/503	Invitrogen, Waltham, MA	D3922	Fluorescent dye for neutral lipids
Other	Hoechst 33342	Thermo Fisher, Waltham, MA	62249	DNA stain
Other	Protector RNase Inhibitor	Roche, Basel, Switzerland	3335399001	Used for RT-PCR

### Mice

All animal procedures were approved and performed under the guidance of the University of Pennsylvania Institutional Animal Care and Use Committee (IACUC) (protocol #805649). Young (4 weeks) and aged (52 weeks) C57BL/6 male mice were obtained from the National Institute of Aging (C57BL/6JN) or Jackson Laboratories (C57BL/6 J, stock number 000664). Mice were housed at 30 °C for 3 weeks, then were either: maintained at 30 °C for 2 weeks (TN); kept at 30 °C for 11 more days before moving to 6 °C for 3 days (3D cold) or moved to 6 °C for 14 days (14D cold). Mice were single housed during the final 2-week temperature treatment and provided with a nestlet and shepherd shack. For experiments with CL316,243 (CL, Sigma-C5976), mice were housed at 30 °C for 5 weeks, followed by intraperitoneal (IP) injection of 1 mg/kg/d CL either 1 hr prior to tissue harvest or for 5 days. *Pdgfra^CreERT2^* mice were obtained from Dr. Brigid Hogan (Duke University) (Chung et al., 2018) and crossed with *Rosa26^tdTomato^* (strain: B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, stock no. 007914). To induce Cre activity, tamoxifen (Sigma, T5648) dissolved in corn oil (Sigma, C8267) was injected intraperitonially (IP) into mice at a dose of 100 mg/kg/d for 5 days. For all iWAT processing other than histology, the inguinal lymph node was removed.

### Histology and immunofluorescence

Tissues were fixed overnight in 4% paraformaldehyde, washed with PBS, dehydrated in ethanol, paraffin-embedded and sectioned. Following deparaffinization, slides were subjected to heat antigen retrieval in a pressure cooker with Bulls Eye Decloaking buffer (Biocare), unless otherwise noted. Slides were incubated in primary antibody overnight and secondary antibody conjugated to peroxidase and then developed using Tyramide Signal Amplification (TSA, Akoya Biosciences). Samples were stained with either hematoxylin and eosin or the following antibodies: anti-red fluorescent protein (RFP) (rabbit; 1:500; Rockland #600-401-379), anti-UCP1 (rabbit, 1:2000, AstraZeneca), and anti-PLIN1 (rabbit, 1:200 Cell Signaling #3470). Slides were imaged on an inverted fluorescence microscope (Keyence BZ-X710). For quantification of tdTomato-expressing adipocytes, full-length iWAT slices were tile imaged, stitched, exported as a BigTiff, and quantified in a blinded-manner using the Count Tool in Photoshop (Adobe).

### Isolation of stromal vascular cells (SCVs) and adipocytes

#### SVCs

As previously described (Merrick et al., 2019; Wang et al., 2019), iWAT tissue was dissected, minced gently and digested with Collagenase Type I (1.5 units/ml; Worthington) and Dispase II (2.4 units/ml; Roche) in DMEM/F12 containing 1% fatty acid-free bovine serum albumin (Gold Biotechnology) in a gentleMACS dissociator (Miltenyi Biotec) on program ‘37 MR ATDK-1’. The digestion was quenched with DMEM/F12 containing 10% FBS, and the dissociated cells were passed through a 100 μm filter and spun at 400 x *g* for 4 min. The pellet was resuspended in red blood cell lysis buffer (BioLegend), incubated for 4 min at RT, then quenched with DMEM/F12 containing 10% serum. Cells were passed through a 70 μm filter, spun, resuspended, then passed through a final 40 μm filter, spun at 400 x *g* for 4 min and plated or underwent further processing for FACS. Mice were not pooled unless indicated.

#### Adipocytes

Tissue went through the same process as above, except after digestion and quenching, adipocyte/SVF slurry was filtered through a 200 μm filter and centrifuged at 50 x *g* for 3 min at RT. Using a 20 mL syringe and 1.5-inch, 25 G needle, media containing the SVCs was removed from below the adipocytes (and saved if concurrently isolating SVCs), leaving only the adipocytes in the tube. Adipocytes were washed twice with the same media as quenching, transferred to 2 mL tubes, spun a final time, media was removed from below the adipocytes again, and TRIzol was added for RNA extraction. Mice were not pooled.

### FACS

DPP4^+^, ICAM1^+^, and CD142^+^ cells were isolated as previously described (Merrick et al., 2019). Briefly, SVCs from the subcutaneous adipose of mice (n=2–5) were pooled and resuspended in FACS buffer (HBSS containing 3% FBS; Fisher), then incubated for 1 hr at 4 °C with the following antibodies: CD26 (DPP4)-fluorescein isothiocyanate (FITC) (Biolegend, 137806; 1:200), anti-mouse ICAM1-phycoerythrin (PE)/Cy7 (Biolegend, 116122; 1:100), anti-mouse CD45-allophycocyanin (APC)/Cy7 (Biolegend, 103116; 1:1000), anti-mouse CD31-APC-Fire (Biolegend, 102528; 1:1000), and anti-mouse CD142 (Sino Biological, 50413-R001, 1:100; or R&D Systems, AF3178, 1:50). Anti-mouse CD142 antibodies were conjugated with Biotium Mix-n-Stain CF647 (Sigma, MX647S100). For lineage tracing pulse analysis, SVCs were isolated from individual mice without pooling. SVCs were stained with anti-mouse CD31, anti-mouse CD45, and anti-mouse CD140a (PDGFRΑ) (PE/Cy7) (Biolegend, 135912; 1:100). In all FACS experiments, cells were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Roche, 10236276001; 1:10,000) for 5 min, then washed three times with FACS buffer to remove unbound antibodies. Cells were sorted with a BD FACS Aria cell sorter (BD Biosciences) equipped with a 100 μm nozzle and the following lasers and filters: DAPI, 405 and 450/50 nm; FITC, 488 and 515/20 nm; mTomato, 532 and 610/20 nm; PE/Cy7, 532 and 780/60 nm; CF647, 640 and 660/20 nm; and APC/Cy7 and APC-Fire, 640 and 780/60 nm. All compensation was performed at the time of acquisition in Diva software by using compensation beads (BioLegend, A10497) for single-color staining and SVCs for negative staining and fluorescence (DAPI and tdTomato).

### Cell culture and differentiation

#### Adipocyte precursor cells

All cells were cultured in DMEM/F12 containing 10% FBS and Primocin (50 ng/ml; InvivoGen, ant-pm-1). DPP4^+^, ICAM1^+^, and CD142^+^ populations were FACS purified, plated on CellBind 384-well plates (Corning) at 15–25 K cells/well, and incubated for 48 (25K cells) to 72 hr (15 K cells) to facilitate attachment before the induction of adipogenic differentiation. For whole SVF, SVCs were isolated and plated in a 48 well CellBind plate (Corning) at a high confluency of one mouse per 18 wells. No cells were passaged after plating to maintain adipogenic competency. Differentiation was carried out with either maximum adipogenic cocktail, max: 500 μM isobutylmethylxanthine (Sigma, I7018), 10 μM dexamethasone (Sigma, D4902), 125 μM indomethacin (Sigma, I8280), 1 μM rosiglitazone (Cayman Chemical, 11884), 1 nM T3 (Sigma, T6397), and 20 nM insulin (Novolin) or a minimal adipogenic cocktail, min: 20 nM insulin. For the max adipogenic cocktail induction, cells were incubated with cocktail for 2 days and then transferred to adipogenic maintenance medium for the remaining 6 days (1 μM rosiglitazone, 1 nM T3, and 20 nM insulin). For all conditions, medium was changed every 2 days, and cells were harvested on day 8 of differentiation. For drug treatments, cells were treated for 4 hr on day 8 with 1 μM isoproterenol (Sigma, I6504). Adipogenesis was assessed by staining with Biodipy 493/503 (Invitrogen, D3922) for lipid droplet accumulation and Hoechst 33342 (Thermo Fisher, 62249) for nuclei number. The cells were imaged on a Keyence inverted fluorescence microscope (BZ-X710) by using DAPI (excitation, 360/40 nm; emission, 460/50 nm) and green fluorescent protein (excitation, 470/40 nm; emission, 525/50 nm) filters. Individual wells were imaged in their entirety at ×4 magnification, and at 20 x to see morphology. 384-well plates were not stained and imaged in brightfield due to low cell number recovery from FACS prior to RNA extraction.

### RNA Extraction, qRT-PCR and RNA Sequencing

#### RNA Extraction

Total RNA was extracted using TRIzol (Invitrogen) combined with PureLink RNA Mini columns (Thermo Fisher, 12183025) for tissue and SVC cells or by PicoPure RNA Isolation Kit (Applied Biosystems, KIT0204) for 384-well plate populations and adipocytes. Prior to the addition of chloroform, all tissue and primary adipocytes in TRIzol included an extra spin at max speed for 10 min at RT, then TRIzol was removed from below the lipid layer to avoid lipid contamination disrupting the subsequent phase separation with chloroform. Chloroform was added to the lipid-free TRIzol, spun for 15 min at 12,000 x *g* and the aqueous layer was removed and added to columns. mRNA was quantified using a Nanodrop and reverse transcribed to cDNA using the ABI High-Capacity cDNA Synthesis kit (ABI, 4368813). Real-time PCR was performed on a QuantStudio5 qPCR machine using SYBR green fluorescent dye (Applied Biosystems). Fold changes were calculated using the ddCT method, with TATA binding Protein (*Tbp*) mRNA serving as a normalization control.

#### Single-cell RNA-seq Samples

Cells were flow sorted to isolate live (DAPI^-^) cells and remove debris. We enriched non-immune cells by sorting out CD45^+^ cells. Next-generation sequencing libraries were prepared using the Chromium Next GEM Single Cell 3’ Reagent kit v3.1 (10x Genomics, 1000121) per manufacturer’s instructions. Libraries were uniquely indexed using the Chromium Single Index Kit T Set A, pooled, and sequenced on an Illumina NovaSeq 6000 sequencer in a paired-end, dual indexing run by the CHOP Center for Applied Genomics at the University of Pennsylvania. Sequencing for each library targeted 20,000 mean reads per cell.

##### Single nucleus RNA-seq samples

Nuclei were isolated from frozen mouse iWAT samples as previously described, with the following modifications to integrate hash multiplexing and FANS-assisted nuclear quality thresholding and sample pooling (Drokhlyansky et al., 2020; Slyper et al., 2020). Briefly, 300 mg of flash-frozen adipose samples were held on dry ice until immediately before nuclei isolation, and all sample handling steps were performed on ice. Each sample was placed into a gentleMACS C tube (Miltenyi Biotec, 130-093-237) with 2 mL freshly prepared TST buffer (0.03% Tween 20 (Bio-Rad), 0.01% Molecular Grade BSA (New England Biolabs), 146 mM NaCl (Thermo Fisher Scientific), 1 mM CaCl_2_ (VWR International), 21 mM MgCl_2_ (Sigma Aldrich), and 10 mM Tris-HCl pH 7.5 (Thermo Fisher Scientific) in ultrapure water (Thermo Fisher Scientific)) with 0.2 U/μL of Protector RNase Inhibitor (Sigma-Aldrich, RNAINH-RO). gentleMACS C tubes were then placed on the gentleMACS Dissociator (Miltenyi Biotec) and tissue was dissociated by running the program ‘mr_adipose_01’ three times, and then incubated on ice for 10 min. Lysate was passed through a 40 μm nylon filter (CellTreat) and collected into a 50 mL conical tube (Corning). Filter was rinsed with 3 mL of freshly prepared ST buffer (146 mM NaCl, 1 mM CaCl_2_, 21 mM MgCl_2_; 10 mM Tris-HCl pH 7.5) with 0.2 U/μL RNase Inhibitor, and collected into the same tube. Flow-through was passed through a 20 μm pre-separation filter (Miltenyi Biotec) set on top of a 5 mL FACS tube (Corning) and collected into the same tube. Suspension was centrifuged in a swinging-bucket centrifuge (Eppendorf) at 500 × *g* for 5 min at 4 °C with brake set to low. Following centrifugation, supernatant was removed and 5 mL of PBS pH 7.4 (Thermo Fisher Scientific) with 0.02% BSA and 0.2 U/μL RNase Inhibitor was added without resuspending the nuclear pellet. Sample was centrifuged again at 500 × *g* for 5 minutes at 4 °C with brake set to low. Following centrifugation, supernatant was removed, and the nuclear pellet was resuspended in 1 mL PBS-0.02% BSA with 0.2 U/μL RNase Inhibitor. Each sample was split into two 500 μL aliquots and transferred to new 5 mL FACS tubes for subsequent hashing. Each aliquot of resuspended nuclei was stained with NucBlue (ThermoFisher, R37605), labeled with 1 μg of a unique TotalSeq anti-Nuclear Pore Complex Proteins Hashtag Antibody (Biolegend), and then incubated on ice for 30 min. Suspension was centrifuged at 500 × *g* for 5 min at 4 °C with brake set to low. Following centrifugation, 450 μL of supernatant was removed and the nuclear pellet was resuspended in 450 μL PBS-0.02% BSA with 0.2 U/μL RNase Inhibitor. For nuclear quality thresholding, fluorescence-activated nuclear sorting (FANS) was implemented to collect 4,000–4,300 nuclei from hashtagged aliquots directly into a shared well of a 96-well PCR plate (Thermo Scientific) containing 24.6 μL of 10 X RT Reagent B with 1 U/uL RNase Inhibitor on a Beckman Coulter MoFlo AstriosEQ fitted with a 70 μm nozzle. High-quality nuclei were selected by initial gating at 360 nm with laser filter 405-448/59 followed by SSC-H and FSC-H to remove doublets and unlysed cells. Once all sample aliquots were FANS-sorted, the pool of 43,000 nuclei was loaded on the 10 x Chromium controller (10 x Genomics) according to the manufacturer’s protocol. cDNA and gene expression libraries were generated according to the manufacturer’s instructions (10 x Genomics). Libraries of hashtag oligo fractions were generated according to the manufacturer’s instructions (Biolegend). cDNA and gene expression library fragment sizes were assessed with a DNA High Sensitivity Bioanalyzer Chip (Agilent). cDNA and gene expression libraries were quantified using the Qubit dsDNA High Sensitivity assay kit (Thermo Fisher, Q32854). Gene expression libraries were multiplexed and sequenced on the Nextseq 500 (Illumina) using a 75-cycle kit and the following read structure: Read 1: 28 cycles, Read 2: 55 cycles, Index Read 1: 8 cycles.

### Bioinformatics analysis

#### Single-cell RNA sequencing

Data was processed using the Cell Ranger pipeline (10 x Genomics, v.3.1.0) for demultiplexing and alignment of sequencing reads to the mm10 transcriptome and creation of feature-barcode matrices. The cell ranger output files were read into R (version 4.1.1) and processed utilizing the standard Seurat CCA integrated workflow (version 4.3.0). Each of the six samples went through a first phase of filtering, where only cells that recorded more than 200 features and only features present in a minimum of 3 cells were kept. Each sample was filtered prior to downstream analysis on nCount_RNA, nFeature_RNA, and mitochondrial percentages. Samples were then normalized using a LogNormalization method with a scaling factor of 10,000 followed by FindVariableFeatures using Variance Stabilization Transformation with the top 6000 features to be returned. The samples were scored on their cell cycle phases which would be used in the regression later. The FindIntegrationAnchors function using the CCA reduction method and IntegrateData was utilized to integrate the data together. The integrated data-set was then scaled in which mitochondrial percentage and cell cycle state was regressed out. A principal component analysis was performed and the top 15 dimensions were kept. Uniform Manifold and Projection (UMAP) was run on the dataset, in addition to FindNeighbors and FindClusters. Differential gene expression between clusters was performed using the FindMarkers function with the Wilocox test in Seurat. Violin plots and individual UMAP plots were all generated using the Seurat toolkit VlnPlot and FeaturePlot functions, respectively. Heatmaps were generated utilizing the pheatmap package (version 1.0.12).

#### Single-nucleus RNA sequencing

Raw sequencing reads were demultiplexed to FASTQ format files using bcl2fastq (Illumina; version 2.20.0). Digital expression matrices were generated from the FASTQ files using Cell Ranger (Zheng et al., 2017; version 6.1.2) with the option to include intronic reads (--include-introns). Reads were aligned against the GRCm38 mouse genome assembly and gene counts were obtained, per-droplet, by summarizing exonic and intronic UMIs that overlapped with the GENCODE mouse annotation (release 24) for each gene symbol. In order to adjust for downstream effects of ambient RNA expression within mouse nuclei, we used the ‘remove-background’ module from CellBender (Pita Juarez et al., 2022; version 0.2.0) to remove counts due to ambient RNA molecules from the count matrices and to estimate the true cells. Genes were subsequently filtered such that only genes detected in two or more cells and with at least 6 total counts (across all cells) were retained. Sample demultiplexing via hashtag oligonucleotide sequences (HTOs) was performed with the Cumulus sc/snRNA-Seq processing pipeline (Li et al., 2020). Specifically, HTO quantification was performed with the Cumulus Tool on Feature Barcoding (Li and Yang, 2024), which provided a cell-by-HTO count matrix. This HTO count matrix, along with the gene count matrices generated via Cell Ranger (above) were used to assign each cell to their respective sample(s) with the demuxEM program. Only cells that were identified as singlets were retained (i.e. no cells identified as a multiplet or unassignable) in the per-sample CellBender-ed gene count matrices.

Cellbender output files were read into R (version 4.1.1) and processed utilizing the standard Seurat CCA and later RPCA integration workflows (version 4.3.0). Each of the hashed samples (24 in total) were merged with their respective pair to have a total of twelve samples consisting of six different groups. Each sample was filtered prior to downstream analysis based on their nCount_RNA, nFeature_RNA, and mitochondrial percentages. Samples were then normalized using a LogNormalization method with a scaling factor of 10000 followed by FindVariableFeatures using a Variance-Stabilizing Transformation as the method with the top 2000 features to be returned. The FindIntegrationAnchors function using the CCA reduction method and IntegrateData was utilized to integrate the data together. The integrated data-set was then scaled on which mitochondrial percentage was regressed. A principal component analysis was performed in which only the top 18 dimensions were retained. Uniform Manifold and Projection (UMAP), FindNeighbors, and FindClusters with a resolution of 0.4 was performed on the dataset. To remove doublets in the dataset, we used the package scDblFinder (1.8.0) and their function scDblFinder with the parameters of samples set to our twelve samples, dbr set to NULL, dbr.sd set to 1, clusters set to FALSE, and multiSampleMode set to split. The object was then subsetted to only contain expected singlets. Differential gene expression between clusters was performed using the FindMarkers function with the Wilocox test in Seurat. Violin plots and individual UMAP plots were all generated using the Seurat toolkit VlnPlot and FeaturePlot functions, respectively. Heatmaps were generated utilizing the dittoSeq package (1.9.1) and pheatmap package (version 1.0.12).

After identifying the adipocyte population, we subsetted our object on that population, extracting the raw RNA counts on the cells for each of the six samples (YTN, OTN, Y3D, O3D, Y14D, O14D) (Y is young, O is ‘Old’ or as referred to in this paper, Aged). These samples were then integrated together using the standard RPCA integration workflow. There was no further filtering done on the reintegrated adipocyte population. Samples were normalized using a LogNormalization method with a scaling factor of 10000 followed by FindvariableFeatures using a Variance-Stabilizing Transformation as the method with the top 2000 features to be returned. The function SelectIntegrationFeatures was performed on the dataset where it was then scaled on which mitochondrial percentage was regressed, and principal components were found using the ScaleData and RunPCA functions. The FindIntegrationAnchors function using the ROCA reduction method and a k.anchors of 20 and IntegrateData was utilized to integrate the data together. After integration, the dataset was then scaled in which mitochondrial percentage was regressed on again. A principal component analysis was performed in which only the top 18 dimensions were retained. Uniform Manifold and Projection (UMAP), FindNeighbors, and FindClusters with a resolution of 0.2 was performed on the dataset. Differential gene expression between clusters was performed using the FindMarkers function with a Wilcoxon signed-rank test as the method in Seurat. Violin plots and individual UMAP plots were all generated using the Seurat toolkit VlnPlot and FeaturePlot functions, respectively. Heatmaps were generated utilizing the dittoSeq package (1.9.1) and pheatmap package (version 1.0.12).

Enrichment analysis was performed on the positively expressed genes with a log_2_ fold change (LFC) >0.25 and a *P*_adjusted_ value <0.01 on comparison of the young 14 days cold and old 14 days cold groups in the DNL high cluster. The generated gene list, which was in order of significance, was fed into g:Profiler (version 0.2.1) using default parameters except with modifications to query as an ordered query against the ‘mmusculus’ database, a gSCS correction method for multiple testing, with domain scope set to annotated, and sources set to the Reactome database. The top six enriched pathways yielded from the database were taken and displayed in order of *P*_adjusted_ value.

### Statistical methods

Mouse studies were performed with >n = 5 per group for p=0.05 with 95% power given the expected variability of examined phenotypes. Each experiment was independently replicated at least twice. Sample sizes are reported in figure legends. All bar graphs represent the mean ± SEM. A Student’s t-test was used when two groups were compared. Where multiple conditions were compared, we applied two-way ANOVA with a Tukey correction for multiple comparisons. Only the Young vs. Aged comparisons were depicted on graphs for clarity, with additional multiple comparisons provided below. p Values are indicated by asterisks and defined as *p<0.05, **p<0.01 and ***p<0.001. All statistics were calculated with GraphPad Prism Version 10.0.3.

**Table:** 

Figure	Graph	Statistical test	Comparison	p value
1B	*Ucp1* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	3D: Young vs. Aged	<0.001
			14D: Young vs. Aged	<0.001
			Young: TN vs. 3D	<0.001
			Young: TN vs. 14D	<0.001
1B	*Cidea* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	3D: Young vs. Aged	<0.001
			14D: Young vs. Aged	<0.001
			Young: TN vs. 3D	<0.001
			Young: TN vs. 14D	<0.001
			Young: 3D vs. 14D	0.001
1B	*Dio2* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	3D: Young vs. Aged	<0.001
			14D: Young vs. Aged	0.03
			Young: TN vs. 3D	<0.001
			Young: TN vs. 14D	0.008
			Young: 3D vs. 14D	<0.001
1B	*Ppargc1a* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	3D: Young vs. Aged	<0.001
			Young: TN vs. 3D	<0.001
			Young: TN vs. 14D	0.03
			Young: 3D vs. 14D	<0.001
2B	% tdTom%/Lin-;PDGFRa+	Two-way ANOVA with an Uncorrected Fisher’s LSD	Young: +/+vs. CER/+	<0.001
			Aged: +/+vs. CER/+	<0.001
2B	% PDGFRa+/Lin- cells	Two-way ANOVA with an Uncorrected Fisher’s LSD	Young: +/+vs. CER/+	0.008
4B	*Adipoq* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	ICAM1: Young vs. Aged	<0.001
			Young: DPP4 vs. CD142	0.006
			Aged: DPP4 vs. ICAM1	<0.001
			Aged: DPP4 +vs. CD142	0.004
4B	*Fabp4* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	ICAM1: Young vs. Aged	<0.001
			Aged: DPP4 vs. ICAM1	<0.001
			Aged: ICAM1 vs. CD142	0.002
4D	*Adipoq* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	Young: DPP4 vs. CD142	0.03
			Young: ICAM1 vs. CD142	0.008
			Aged: DPP4 vs. ICAM1	0.04
			Aged: DPP4 vs. CD142	<0.001
			Aged: ICAM1 vs. CD142	0.006
4D	*Fabp4* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	ICAM1: Young vs. Aged	0.008
			Young: DPP4 vs. ICAM1	<0.001
			Young: DPP4 vs. CD142	<0.001
			Aged: DPP4 vs. ICAM1	<0.001
			Aged: DPP4 +vs. CD142	<0.001
			Aged: ICAM1 vs. CD142	0.03
4F	*Adipoq* qPCR	Two-way ANOVA with an Uncorrected Fisher’s LSD	Young: MIN vs. MAX	<0.001
			Aged: MIN vs. MAX	<0.001
4F	Fabp4 qPCR	Two-way ANOVA with an Uncorrected Fisher’s LSD	Young: MIN vs. MAX	<0.001
			Aged: MIN vs. MAX	<0.001
4G	*Ucp1* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	DPP4: Young vs. Young +Iso	<0.001
			DPP4: Aged vs. Aged +Iso	<0.001
			ICAM1: Young vs. Young +Iso	<0.001
			ICAM1: Aged vs. Aged +Iso	<0.001
			ICAM1: Young +Iso vs. Aged +Iso	0.02
			CD142: Young vs. Young +Iso	0.02
			CD142: Aged vs. Aged +Iso	<0.001
			Aged +Iso: Dpp4 +vs. Icam1+	0.002
			Aged +Iso: Icam1 +vs. Cd142+	0.03
4H	*Ucp1* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	MAX: Young vs. Young +Iso	<0.001
			MAX: Aged vs. Aged +Iso	<0.001
			Young +Iso: MIN vs. MAX	<0.001
			Aged +Iso: MIN vs. MAX	<0.001
6E	*Npr3* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	TN: Young vs. Aged	0.001
			14D: Young vs. Aged	0.01
			Young: TN vs. 14D	0.04
			Aged: TN vs. 3D	0.004
			Aged: TN vs. 14D	0.005
S1A	Body mass	Two-way ANOVA with a Tukey correction for multiple comparisons	TN: Young vs. Aged	<0.001
			3D: Young vs. Aged	<0.001
			14D: Young vs. Aged	<0.001
S1B	iWAT mass	Two-way ANOVA with a Tukey correction for multiple comparisons	TN: Young vs. Aged	0.005
			3D: Young vs. Aged	0.03
S1B	iWAT mass %	Two-way ANOVA with a Tukey correction for multiple comparisons	No comparisons significant	N/A
S1E	*Ucp1* qPCR	Two-way ANOVA with an Uncorrected Fisher’s LSD	Young: TN vs. 14D	0.01
			Aged: TN vs. 14D	0.008
S1E	*Cidea* qPCR	Two-way ANOVA with an Uncorrected Fisher’s LSD	No comparisons significant	N/A
S4D	*Npr1* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	Young: TN vs. 3D	0.03
S4D	*Npr2* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	No comparisons significant	N/A
S4H	*Acly* qPCR	Two-way ANOVA with a Tukey correction for multiple comparisons	3D: Young vs. Aged	<0.001
			14D: Young vs. Aged	<0.001
			Young: TN vs. 3D	<0.001
			Young: TN vs. 14D	<0.001
			Young: 3D vs. 14D	<0.001

## Data Availability

scRNA-seq and snRNA-seq datasets are deposited in the Gene Expression Omnibus (GEO) under the superseries accession number GSE227441. Data analysis pipelines used for processing of raw sequencing data, integration and clustering can be obtained from: https://github.com/calhounr/Aging-impairs-cold-induced-beige-adipogenesis-and-adipocyte-metabolic-reprogramming (copy archived at Calhounr, 2024). The following dataset was generated: HolmanCD SakersAP CalhounRP ChengL 2023Aging impairs cold-induced beige adipogenesis and adipocyte metabolic reprogrammingNCBI Gene Expression OmnibusGSE22744110.7554/eLife.87756PMC1111121838775132

# Supplementary material for: Aging impairs cold-induced beige adipogenesis and adipocyte metabolic reprogramming
**Source:** eLife. 2024 May 22;12:RP87756. doi: 10.7554/eLife.87756
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials and methods: Data and materials availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resource Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Key Resource Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Key Resource Table |  |
|  |  |  |
| **Experimental animals** | **Indicate where _provided_: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resource Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and Methods: Statistical Methods |  |
| Randomisation | Not done |  |
| Blinding | Materials and Methods |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods: Statistical Methods |  |
| Define whether data describe technical or biological replicates. | Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods: Statistical methods |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods: Data and materials availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Materials and methods: Data and materials availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and methods: Data and materials availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Materials and Methods: Data and materials availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and methods: Data and materials availability |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

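The values come from the single-cell RNA sequencing of CD45-depleted stromal vascular cells from iWAT of young and aged mice at TN and after 3 or 14 days of cold exposure, in 6 libraries, 1 per age and temperature. The single-nucleus libraries, the adipogenesis assays and the measurements in whole tissue were not analysed here. The authors made the deposited count tables with Cell Ranger, by aligning reads to the mm10 transcriptome and counting UMIs per gene and barcode; the barcodes are those called as cells, and the later filters, normalization and integration of the study are not in these counts. Gene positions are those of GRCm38, and a gene's identity is the identifier and symbol listed with the counts.

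Python 3.11.15 with scikit-learn 1.9.0, leidenalg 0.10.2, numpy 2.4.6 and scipy 1.17.1 was used for cells and clusters, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for tests. Barcodes with more than 200 genes were kept if their log10 UMIs and log10 genes lay within 3 median absolute deviations of the library's median on both sides and their mitochondrial percentage not above it by more. The paper's scale of 10000, its 6000 variable genes and its regression of mitochondrial percentage and cell cycle scores were kept, but genes were scaled within each library in place of the Seurat integration, with values limited to 10, and markers and the genes the paper names were left out of the genes used for clustering. Clusters came from 15 principal components, 20 neighbours and the Leiden method at a resolution of 0.5. A marker counted as detected in a cluster at 10% of cells and 1.5 times the level elsewhere; a name needed 3 detected markers and 50% of the list, a rule chosen after the clusters were seen from lists that were set earlier. Clusters in which over 50% of cells had a high doublet score got no name, and no doublets were removed from the reported values. Alternatives that leave them out used a rate of 0.8% per 1000 barcodes.

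UMIs were summed per library and cell class. Age was tested with edgeR's quasi-likelihood F test (TMM factors, genes kept by filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05) with temperature as a term, which leaves 2 residual degrees of freedom, and temperature with age as a term. Differences of the age effect between populations were tested on 12 sums with library as a block and 4 residual degrees of freedom. A standard error is the size of the log2 fold change divided by the square root of the F statistic. CPM are UMIs scaled to library size with the TMM factors. The paper tested cells, and these tests take libraries as samples. The 6 classes set for testing held at least 20 cells in every library, and Schwann-like cells, which also did, were not tested. The tests were tested on simulated data with 200 genes changed by 1 log2 unit; edgeR recovered 90.0% of them in Dpp4+ fibroblasts (13340 genes), 89.0% in Icam1+ preadipocytes (13536), 78.5% in Cd142+ fibroblasts (11055), 77.0% in endothelial cells (10640) and 71.0% in SMC/pericytes (10002).

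The genes named are those the paper names, the 3 with the largest rise and the 3 with the largest fall in each class among genes past the threshold that changed in the same direction at all 3 temperatures with at least 20 CPM, the labels of Figure 3D for their direction, and lists of macrophage, adipocyte and red blood cell RNA, sex, C57BL/6 substrain and dissociation genes. These rules, the tests and the alternatives below, apart from the last, were fixed before the data were examined. Shares of cells are given with exact binomial 95% intervals, which cover counting error only, and compared by exact permutation tests over libraries. For detection of a gene, cells were thinned to 2000 UMIs and shallower cells left out; 3 counts set the limit that a count of 0 allows. The alternatives were DESeq2, RLE factors, no filter on low counts, no temperature term, each library left out in turn, equal cells per library at 2000 UMIs, other cell filters, other resolutions, scaling over all cells together and clustering with the left-out genes. Fits on the cells of clusters 0, 1, 2 and 3 alone were added after seeing the data.

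The list of macrophage RNA holds 11 genes, and the test of macrophage RNA used the 7 that its prediction names. The sex genes did not change with age past the threshold in any of the 6 classes, and of the substrain genes 1 did, Ide in Icam1+ preadipocytes with a log2 fold change of -0.21. Of the 10 dissociation genes, 3 were higher and 1 lower in aged Dpp4+ fibroblasts, 2 higher in Icam1+ preadipocytes, and 2 higher and 1 lower in Cd142+ fibroblasts.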

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

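The tests of other splits for endothelial cells, SMC/pericytes, immune cells and the comparisons of populations, and the tests of depth in those comparisons, of Lgals3, of adipocyte RNA by amount, of single clusters and of ASPC RNA in endothelial cells, were chosen only after the results were seen.

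In endothelial cells 220 genes passed edgeR's threshold, 76 higher and 144 lower in aged mice. Ubd (log2 fold change 1.79), Slc26a10 (1.00) and Cidec (1.00) rose most and Nts (-4.70), Col1a1 (-1.93) and Postn (-1.80) fell most by the naming rule. With 1 library left out, Nts ran from -5.99 to -2.86. Cidec is one of the adipocyte genes weighed below, and Col1a1 and Postn are among the 46 genes that ASPC RNA could account for. RNA of ASPCs in the endothelial droplets was weighed with a list of 6 fibroblast genes: at the largest ratio seen for any of them in each library, ASPC RNA could bring 50% or more of the young level for 46 of the 144 lower genes that were also lower in an ASPC population, a group defined by this test, and for 17 that were not. For the other 81 it could bring less than 50%. In 65 of these, 32 of them also lower in an ASPC population, the fall was larger than that part by over 2 standard errors, which argues against ASPC RNA as its whole cause. In the remaining 16, such as Lamc1 and Ackr3, the 2 cannot be told apart at this spread. RNA of SMC/pericytes and immune cells was not weighed, and the SMC/pericyte markers Notch3 and Des are among the 65. The shares of the 2 endothelial clusters were not weighed either. Cluster 8 made up 20.6% to 24.0% of the endothelial cells in the young libraries and 8.44% to 19.7% in the aged libraries. Aging of endothelial cells as the cause stays open as untested. The real split gave the most genes, 1 of 10 splits of the libraries into 3 and 3, which cannot exclude chance at this size. Here and below, only some of the 10 splits hold 1 library per temperature in each group, as the real split does. The others do not compare the groups at every temperature, so the 10 splits are not all alike. The count also depends on the clusters: it was 2 at resolution 1.0, where the class had 1462 cells of aged 14D cold in place of 474. One of its clusters there, of 1472 cells with a median of 1844.5 UMIs, drew 67.4% of its cells from that library, so this count is not one of the same cells. It was 339 without young TN and 336 without aged TN. Of the genes past the threshold 34.5% were higher, and 54.8% with equal cells per library and 2000 UMIs per cell, so the excess of lower genes depends on that setting.

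In SMC/pericytes 23 genes passed, with Rgs16 (1.72), Efna2 (1.36) and Tuba4a (1.35) rising and Itm2a (-2.48), Igf1 (-1.51) and Fbln1 (-1.42) falling most. Of 18 alternatives, Efna2 fell short of the threshold in 8 and the other named genes in 1 to 3. The real split was 1 of 10 with as many genes. The other splits with 1 library per temperature in each group gave 3, 0 and 4 genes. A further 2 splits gave 16 each but mix temperature with the grouping. With so few splits chance cannot be excluded. Without the temperature term 0 genes passed in edgeR, with 891 at an unadjusted p under 0.05, and with that term DESeq2 gave 22. Of the genes past the threshold 43.5% were higher in edgeR and 22.7% in DESeq2. The count was 81 without young TN, 187 without young 3D cold, 70 without young 14D cold, 50 without aged TN, 129 without aged 3D cold and 59 without aged 14D cold. RNA of other cells was not tested for this class.

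In immune cells 6 genes passed and all 6 were lower in aged mice, with Igll1, Vpreb1 and Vpreb3 falling most by the naming rule. Igll1 was at 89.8 ± 26.1 CPM in young mice (SD, n = 3 libraries) and listed at 0 in aged mice. The real split was 1 of 10 and the others gave at most 1 gene, which cannot exclude chance. The immune class was not divided into cell types, so fewer cells of 1 type and lower expression cannot be separated here, and no biological explanation was tested. The count was 187 without young TN, 56 without young 3D cold, 36 without young 14D cold, 267 without aged TN, 43 without aged 3D cold and 17 without aged 14D cold, and 16 with DESeq2.

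The age effect differed between ASPC populations for 274 genes between Icam1+ preadipocytes and Dpp4+ fibroblasts, 250 between Cd142+ and Dpp4+ fibroblasts and 194 between Cd142+ fibroblasts and Icam1+ preadipocytes. In each comparison the real split was 1 of 10 with as many genes, and the other splits gave at most 1 gene. With 10 splits this test cannot exclude chance whatever the other splits give. Signs were also compared with equal cells per library and 2000 UMIs per cell. There at least 99.6% of the called genes still tested kept their sign in every comparison, although fewer passed the threshold. The directions thus hold at equal numbers of cells and UMIs. Thinned UMIs were drawn at random from the same cells, which all but fixes that outcome, so other effects of depth stay open. For 13 called genes that could not be tested there, counted over the 3 comparisons, depth stays open as well. Leaving out young 14D cold lowered the counts to 84, 152 and 59. Between Icam1+ preadipocytes and Dpp4+ fibroblasts the count was also 154 without young TN, 179 without young 3D cold, 147 without aged 3D cold and 176 without aged 14D cold, and between Cd142+ fibroblasts and Icam1+ preadipocytes 114 without aged TN and 102 without aged 3D cold. Among the genes the paper names, the differences, Cd142+ minus Dpp4+ fibroblasts, were -1.28 for Cd36, -1.04 for Cd9, -0.89 for Gpnmb, -1.09 for Pltp, 0.94 for Itm2a and 1.71 for Postn. Of 17 alternatives, that of Cd36 fell short of the threshold in 4, that of Pltp in 1 and that of Postn in 1, with DESeq2. With 1 library left out, that of Itm2a ran from 0.61 to 1.08. Cd142+ fibroblasts minus Icam1+ preadipocytes gave -0.81 for Cd9 and 1.13 for Pltp, and Icam1+ preadipocytes minus Dpp4+ fibroblasts gave -1.03 for Gpnmb, -2.21 for Pltp and 0.93 for Itm2a. The last of these fell short of the threshold without young 14D cold. For Cd9, whose young level is higher in Cd142+ than in Dpp4+ fibroblasts, the smaller fold against Dpp4+ fibroblasts is no sign of a smaller change in UMIs. Against Icam1+ preadipocytes its rise in CPM was smaller in Cd142+ fibroblasts too. These tests compare fold changes, and what makes the response to age differ between populations was not tested.

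For the counts of age-changed genes in ASPCs, the real split was 1 of 10 in Dpp4+ fibroblasts, in Icam1+ preadipocytes and in Cd142+ fibroblasts, and the other splits gave at most 1 gene, but 10 splits cannot exclude chance. With equal cells and 2000 UMIs, 2092, 1595 and 1031 of the called genes in the 3 populations could still be tested. At least 99.2% of these kept their sign, and their median log2 fold change was 0.983 to 1.01 times the reported one. Their directions thus hold at equal numbers of cells and UMIs. Thinned UMIs were drawn at random from the same cells, which all but fixes that outcome, so other effects of depth stay open. The other 632 called genes, counted over the 3 populations, could not be tested there, and depth stays open for them as well. Different shares of the clusters within a population are argued against for the called genes tested within clusters 0, 1, 2 and 3 alone. Of these at least 99.4% kept their sign, and up to 72 called genes per cluster had too few UMIs to be tested. The substrain is a technical difference the paper leaves possible, as mice came from 2 sources. Nnt, which is disrupted in C57BL/6J, had a log2 ratio of -0.11 (-0.46 to 0.23, exact interval for counting) of aged to young over the 6 classes. It rests on 176 UMIs in young and 118 in aged mice. Nnt has 2 entries that overlap on the same strand of chromosome 13, so the counting of its reads is uncertain. Within that limit a difference in this gene of the predicted size is argued against, and other substrain differences stay open.

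RNA of macrophages in ASPC droplets is argued against for Gpnmb and Pltp: from the level of 7 macrophage genes in aged ASPCs, immune cells could bring at most 0.118% of either gene. The median of the tested macrophage genes did rise with age in Dpp4+ fibroblasts, by 0.54, and Cd74 and Apoe passed the threshold there, but the 7 genes together were at 3.18 to 7.85 CPM in aged ASPCs. For Lgals3 the bound by these 7 genes is 0.344%. With all 11 genes of the list the bounds are 10.9% of the aged level for Gpnmb and Pltp and 68.5% for Lgals3. Those genes together fell with age in Icam1+ preadipocytes, from 1271 to 787 CPM, and their rise in the other 2 populations could bring at most 1.86% of the rise of Gpnmb or Pltp and 21.9% of that of Lgals3. Apoe is in that list and is at 577 to 2495 CPM in Icam1+ preadipocytes and Cd142+ fibroblasts, far above the other macrophage genes. Adipocyte RNA was weighed for Fabp4 and Plin2, which are higher in aged ASPCs. As that explanation predicted beforehand, 4 of 5 adipocyte genes were higher in aged mice in all 3 ASPC populations and in endothelial cells, which is consistent with more adipocyte RNA in aged droplets. Its amount, taken with the ratios in 339 adipocyte-like cells, could bring at most 11.3% of the rise of either gene, so it may be part of the rise and is argued against as the whole.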

How the results depend on the processing

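The fits on the cells of single clusters were the tests chosen only after the results were seen; the other alternatives were planned. Libraries were paired by temperature only, as the temperature term compares young and aged libraries within each temperature. They carry no replicate numbers for any other pairing. In the age tests, leaving out the young or the aged library of a temperature therefore leaves the same pairs. These fits are nearly the same but are counted as separate alternatives, so the counts of alternatives for age hold repeated evidence.

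The 7 genes of the paper in the 3 ASPC populations kept their direction in all 378 values of the alternatives set beforehand, and their side of the threshold in 377; the exception was Postn in Icam1+ preadipocytes without the temperature term. Over all named genes and classes, 860 of 929 values stayed on the same side, 49 fell short of the threshold, 14 newly passed it and 6 reversed. Of the values for differences between populations, 180 of 187 stayed and 7 fell short.

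With DESeq2 and its size factors, genes changed with age numbered 1390 (reported 2354) in Dpp4+ fibroblasts, 1026 (reported 1805) in Icam1+ preadipocytes, 395 (reported 1191) in Cd142+ fibroblasts, 69 (reported 220) in endothelial cells and 16 (reported 6) in immune cells, and genes changed with temperature numbered 119 (reported 303) in Cd142+ fibroblasts. Without the temperature term, genes changed with age numbered 757 (reported 2354) in Dpp4+ fibroblasts, 278 (reported 1805) in Icam1+ preadipocytes, 425 (reported 1191) in Cd142+ fibroblasts, 66 (reported 220) in endothelial cells and 0 (reported 23) in SMC/pericytes. Without a filter on low counts, genes changed with age numbered 675 (reported 220) in endothelial cells, 225 (reported 23) in SMC/pericytes and 144 (reported 6) in immune cells, and genes changed with temperature numbered 2427 (reported 876) in Dpp4+ fibroblasts, 1724 (reported 551) in Icam1+ preadipocytes and 659 (reported 303) in Cd142+ fibroblasts, and genes differing between populations numbered 590 (reported 274) for Icam1+ preadipocytes minus Dpp4+ fibroblasts, 490 (reported 250) for Cd142+ fibroblasts minus Dpp4+ fibroblasts and 579 (reported 194) for Cd142+ fibroblasts minus Icam1+ preadipocytes. Without the age term, genes changed with temperature numbered 0 (reported 876) in Dpp4+ fibroblasts, 0 (reported 551) in Icam1+ preadipocytes and 1 (reported 303) in Cd142+ fibroblasts. A fit without a term counts the effect of that term as spread, which can keep genes from passing. Other causes of these changes were not tested.

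With equal cells per library and 2000 UMIs per cell, genes changed with age numbered 1140 (reported 2354) in Dpp4+ fibroblasts, 981 (reported 1805) in Icam1+ preadipocytes, 523 (reported 1191) in Cd142+ fibroblasts, 73 (reported 220) in endothelial cells, 35 (reported 23) in SMC/pericytes and 2 (reported 6) in immune cells, and genes changed with temperature numbered 422 (reported 876) in Dpp4+ fibroblasts and 179 (reported 303) in Cd142+ fibroblasts, and genes differing between populations numbered 129 (reported 274) for Icam1+ preadipocytes minus Dpp4+ fibroblasts, 115 (reported 250) for Cd142+ fibroblasts minus Dpp4+ fibroblasts and 71 (reported 194) for Cd142+ fibroblasts minus Icam1+ preadipocytes. With the first filter only (over 200 genes), genes changed with age numbered 48 (reported 220) in endothelial cells, 477 (reported 23) in SMC/pericytes and 3 (reported 6) in immune cells. With fixed limits on cells, genes changed with age numbered 288 (reported 23) in SMC/pericytes and 2 (reported 6) in immune cells. Without cells of high doublet score, genes changed with age numbered 1 (reported 6) in immune cells. At Leiden resolution 0.3, genes differing between populations numbered 148 (reported 250) for Cd142+ fibroblasts minus Dpp4+ fibroblasts. At Leiden resolution 1.0, genes changed with age numbered 2 (reported 220) in endothelial cells and 3 (reported 6) in immune cells. With genes scaled over all cells together, genes changed with age numbered 122 (reported 220) in endothelial cells and 3 (reported 6) in immune cells, and genes differing between populations numbered 327 (reported 194) for Cd142+ fibroblasts minus Icam1+ preadipocytes. With markers and paper genes among the clustering genes, genes changed with age numbered 3 (reported 6) in immune cells, and genes differing between populations numbered 294 (reported 194) for Cd142+ fibroblasts minus Icam1+ preadipocytes. With the cells of cluster 3 alone, genes changed with age numbered 1078 (reported 1805) in Icam1+ preadipocytes. The cause of these changes was not tested. Where edgeR gave 0, 891 genes in SMC/pericytes without the temperature term, and 996 in Dpp4+ fibroblasts and 1031 in Icam1+ preadipocytes without the age term, had an unadjusted p under 0.05; DESeq2 with both terms gave 22, 658 and 597.

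Leave-one-out counts of genes changed with age ran from 1510 (without young 14D cold) to 2091 (without aged TN) for Dpp4+ fibroblasts (reported 2354), 784 (without aged 14D cold) to 1620 (without aged TN) for Icam1+ preadipocytes (reported 1805), 157 (without young 14D cold) to 339 (without young TN) for endothelial cells (reported 220), 50 (without aged TN) to 187 (without young 3D cold) for SMC/pericytes (reported 23) and 17 (without aged 14D cold) to 267 (without aged TN) for immune cells (reported 6). Leave-one-out counts of genes changed with temperature ran from 725 (without young 14D cold) to 1730 (without aged 14D cold) for Dpp4+ fibroblasts (reported 876), 262 (without young 3D cold) to 1048 (without young TN) for Icam1+ preadipocytes (reported 551) and 253 (without aged TN) to 764 (without young 14D cold) for Cd142+ fibroblasts (reported 303). Leave-one-out counts of genes differing between populations ran from 84 (without young 14D cold) to 249 (without aged TN) for Icam1+ preadipocytes minus Dpp4+ fibroblasts (reported 274), 152 (without young 14D cold) to 274 (without aged TN) for Cd142+ fibroblasts minus Dpp4+ fibroblasts (reported 250) and 59 (without young 14D cold) to 172 (without aged 14D cold) for Cd142+ fibroblasts minus Icam1+ preadipocytes (reported 194). Leaving out a library leaves 1 residual degree of freedom for the age tests, and the cause was not tested.

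Of the identity markers, 2 passed for age without the temperature term. For temperature 15 passed without a filter on low counts and 0 without the age term by edgeR, with 3 at an unadjusted p under 0.05, and 8 by DESeq2 with that term. A fit without a term counts the effect of that term as spread. In immune cells Cd36 passed without a filter on low counts (1.42) and Lgals3 too (2.36); leave-one-out values ran from 0.94 to 1.93 for Cd36, past the threshold without young TN and without aged TN, and from 1.07 to 3.32 for Lgals3, past it without young TN, young 3D cold, aged TN or aged 3D cold. Cd36 in Cd142+ fibroblasts, 0.24 as reported and not past the threshold, reversed with fixed limits (-0.27), without cells of high doublet score (-0.36), with genes scaled over all cells together (-0.36), and in leave-one-out values from -0.0216 without young 14D cold and -0.02 without aged 14D cold to 0.36. Hba-a1 in Cd142+ fibroblasts reversed with the first filter only (0.16). The difference in the share of Cd142+ fibroblasts, 0.776 percentage points as reported, was -0.501 as a share of all cells kept, 1.66 with the first filter only, -0.799 at resolution 0.3, 1.92 at resolution 1.0, 1.59 with markers and paper genes among the clustering genes and 4.03 with genes scaled over all cells together; the last 3 had a p of 0.1, the smallest possible. ASPCs with Lgals3 and Ptprc were 0.0218% in cells as deposited, 0 at resolution 0.3 and 0 with fixed limits. The cause of these changes was not tested.

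With markers and paper genes among the clustering genes, the endothelial class took in the cells of aged 14D cold that make cluster 4, so that no value was given for that class. The immune class is limited by its number of cells, 426.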

Differences from the paper's values

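The rankings of Cd9 by p and by the mean over populations were the tests chosen only after the results were seen.

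The number of cells kept, the only value of the paper's text that these data also give, differed from the paper's by less than 1.5 times under every setting run.

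The paper names Cd9 as the leading gene raised by aging in ASPCs. By log2 fold change it ranked 10th, 5th and 85th in Dpp4+ fibroblasts, Icam1+ preadipocytes and Cd142+ fibroblasts, behind Pltp in the first and last of these, and by p 3rd, 3rd and 54th; by the mean over the 3 populations it was 4th. No ranking run put it 1st. It rose past the threshold in all 3, so the direction is the paper's. The paper tested cells, and these tests take libraries as samples.

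The paper states that identity markers did not change with aging or cold exposure. Of 30 markers examined, 14 passed edgeR's threshold for age and 8 for temperature. Over the 30 markers the log2 fold changes of aged over young lay between -0.99 and 0.64. Without the temperature term 2 passed for age, and without the age term 0 passed for temperature in edgeR, with 3 at an unadjusted p under 0.05. A fit without a term counts the effect of that term as spread. DESeq2 with both terms gave 12 for age and 8 for temperature. The lists are not those of the paper's figure.

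The paper places the induction of Lgals3 and Cd36 specifically in immune cells of aged mice. Their log2 fold changes in immune cells were 2.34 and 1.40, in the paper's direction but not past the threshold, and both passed without a filter on low counts, and when young TN or aged TN was left out; Lgals3 also passed without young 3D cold or aged 3D cold. In ASPCs Lgals3 was past the threshold in all 3 populations, with 0.52, 0.30 and 0.79, and Cd36 in Dpp4+ fibroblasts with 1.50. RNA of adipocytes or other cells in the droplets was not weighed for Cd36. In Dpp4+ fibroblasts 6 of the 7 adipocyte genes tested were higher in aged mice past the threshold. Of the 18 alternatives, Lgals3 fell short of the threshold in 8 in Icam1+ preadipocytes, in 1 in Dpp4+ fibroblasts (without the temperature term, adjusted p = 0.105) and in 0 in Cd142+ fibroblasts. Cd36 in Icam1+ preadipocytes was lower in aged mice, with -0.68, past the threshold in 6 of the 18 and not as reported. The fits without the young and without the aged library of a temperature are nearly the same but are counted as separate alternatives.

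The paper finds no population specific to aging or cold exposure. Cluster 4 drew 77.0% of its cells from aged 14D cold, and all 14 clusters held cells of every library. Genes were scaled within each library before clustering, which removes mean differences between libraries. Clusters held by every library are therefore no test of the paper's finding.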

Other observations

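The tests of cluster 4 by depth, of Hba-a1 with the other globin genes, of Csprs and C130026I21Rik in other cells, and of imprinted and collagen genes as groups were chosen only after the results were seen; the tests of age for the globin list and the cell filters were planned.

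Cluster 4 drew most of its cells from aged 14D cold, the shallowest library. If shallow droplets made it, its share should fall to that of the other libraries among cells with at least 2437 UMIs, the highest minimum of any other library. It fell from 34.5% to 5.23% (4.67% to 5.83%), while the other libraries held 1.15% to 3.67%. Under that depth, 3450 of 5006 cells of aged 14D cold were in cluster 4, against 36 of 684 in aged TN, 11 of 167 in aged 3D cold and 7 of 94 in young 14D cold, so low depth alone did not put most cells there in those libraries. Most of the excess is in shallow cells of 1 library and a small excess remained above that depth, so the part that depth plays cannot be told apart from a difference between the mice of that library, which has no replicate.

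Hba-a1, one of the genes that fell most in Cd142+ fibroblasts, may come from red blood cell RNA in the droplets: the 3 other globin genes of the list fell past the threshold there too, Hba-a1 ran from 5.38 to 162 CPM among the young libraries alone, and with the first filter only its change reversed. In the other classes in which the 4 globin genes were tested they did not pass edgeR's threshold, and they lay higher in aged mice by 2.30 to 2.91 in Dpp4+ fibroblasts and by 0.78 to 1.32 in endothelial cells, while they ran from -1.78 to 0.17 in Icam1+ preadipocytes and from -0.12 to 1.04 in SMC/pericytes. They were not tested in immune cells. Whether red blood cell RNA was spread evenly over the droplets of a library was not tested.

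Csprs and C130026I21Rik, named here after their values were seen, were higher in aged ASPCs, with 2029 UMIs against 102 in young ASPCs, a log2 ratio of 4.83 after scaling to all UMIs. Both lie in a region of repeated copies, Csprs on an unplaced scaffold, so reads shared between copies leave the values uncertain. A difference in copy number or substrain between young and aged mice would raise them in other cells too. Csprs had 0 UMIs in young and 19 in aged endothelial cells, and 0 and 18 in SMC/pericytes, and C130026I21Rik had 2 and 12 in SMC/pericytes (log2 ratio 2.68, 0.52 to 5.89), which goes with that explanation. In endothelial cells C130026I21Rik had 5 and 10 UMIs (0.70, -0.98 to 2.60). In immune cells the log2 ratio of both genes was 1.61 (0.50 to 2.83, exact interval for counting, on 10 UMIs in young and 25 in aged mice). It lay below that in ASPCs, but this rests on Csprs with 7 and 7 UMIs. For C130026I21Rik alone it was 2.87 (1.09 to 5.28), an interval that holds the 3.46 of Icam1+ preadipocytes. With so few UMIs outside ASPCs, a difference in copy number or substrain cannot be told apart from a change with age.

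Since Meg3, Mest, Peg3 and Plagl1 fell, a hypothesis was that imprinted genes fall as a group. Without these 4, the median of the list was -0.04 in Dpp4+ fibroblasts, -0.04 in Icam1+ preadipocytes and -0.07 in Cd142+ fibroblasts, at percentiles of up to 17.6 among 10000 lists of the same size and mean level, within the range of such lists. With them it was at the 2.29th, 7.58th and 2.58th percentile. The tests give no ground for a fall of the whole group.

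Since Postn and Col1a1 fell, another hypothesis was that collagen genes fall as a group in ASPCs. Without Col1a1 the median log2 fold change was -0.88 in Dpp4+ fibroblasts, -0.19 in Icam1+ preadipocytes and -0.70 in Cd142+ fibroblasts. Of 10000 lists of the same size and mean level, 0 had a median as low in any population (percentile 0), and collagen genes of ASPCs may therefore fall with age as a group. Single members rose, 1, 3 and 2 past the threshold. Percentiles describe these libraries, and genes are not independent replicates.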
